# Synthetic cytokine receptors transmit biological signals using artificial ligands

**DOI:** 10.1038/s41467-018-04454-8

**Published:** 2018-05-23

**Authors:** Erika Engelowski, Artur Schneider, Manuel Franke, Haifeng Xu, Ramona Clemen, Alexander Lang, Paul Baran, Christian Binsch, Birgit Knebel, Hadi Al-Hasani, Jens M. Moll, Doreen M. Floß, Philipp A. Lang, Jürgen Scheller

## Abstract

Cytokine-induced signal transduction is executed by natural biological switches, which among many others control immune-related processes. Here, we show that synthetic cytokine receptors (SyCyRs) can induce cytokine signaling using non-physiological ligands. High-affinity GFP- and mCherry-nanobodies were fused to transmembrane and intracellular domains of the IL-6/IL-11 and IL-23 cytokine receptors gp130 and IL-12Rβ1/IL-23R, respectively. Homo- and heterodimeric GFP:mCherry fusion proteins as synthetic cytokine-like ligands were able to induce canonical signaling in vitro and in vivo. Using SyCyR ligands, we show that IL-23 receptor homodimerization results in its activation and IL-23-like signal transduction. Moreover, trimeric receptor assembly induces trans-phosphorylation among cytokine receptors with associated Janus kinases. The SyCyR technology allows biochemical analyses of transmembrane receptor signaling in vitro and in vivo, cell-specific activation through SyCyR ligands using transgenic animals and possible therapeutic regimes involving non-physiological targets during immunotherapy.

## Abstract (web summary)

Cytokine-induced signaling acts as an ON/OFF switch dependent on the presence of ligands. Here the authors construct synthetic cytokine receptors responsive to synthetic ligands able to activate canonical signaling pathways.

## Introduction

Synthetic biology deconstructs and reassembles biological bits and pieces to construct biological devices for applications such as biological sensors, releasers, and switches^1^. Cytokine-induced signal transduction is executed by natural biological switches among many other functions control immune-related processes^2^. In principle, cytokine receptors are in an off-state in the absence of cytokines and in an on-state in the presence of cytokines. The on-state might be interrupted by negative feedback mechanisms or depletion of the cytokine and cytokine receptor. In the past, we reported ligand-independent synthetic receptors based on fusions of leucine zippers or IL-15/sushi and the IL-6-signal transducer gp130, which are locked in the on-state, but were not switchable^3, 4^. Interestingly, a marked activation of IL-6/IL-11 signaling in inflammatory hepatocellular adenomas was directly caused by gain-of-function mutations within the gp130-receptor chain, leading to ligand-independent constitutively active gp130 receptors^5^. Others described switchable synthetic cytokine receptors, resulting in gp130-induced signaling by stimulation with the cytokine erythropoietin (EPO)^6^. The major drawback of this system was that EPO has cross-reactivity with its natural EPO-receptors limiting its applications both in vitro and in vivo. Also, higher ordered multi-receptor complexes cannot be assembled using natural ligands such as EPO, which only induces receptor-homodimerization. Direct intracellular activation of signal transduction and induction of cell death was achieved using cell permeable, synthetic ligands (FK506), and binding proteins (FKBP12) resulting in homodimerization and homooligomerization^7, 8^. The extent of oligomerization was, however, not controllable. Various formats of synthetic transmembrane receptors have been designed to optimize engineered chimeric antigen receptor (CAR) T-cell responses, including co-stimulatory receptors^9–11^, notch-based receptors^12^, and antigen-specific inhibitory receptors^13^. However, a switchable and background-free synthetic cytokine receptor system with full control over the assembly modus of the receptor complexes, e.g., hetero/homodimeric, -trimeric, or –multimeric is not available. Such a specific system would be a valuable tool to study receptor activation, their kinetics, stoichiometry, and biochemical properties. Moreover, background-free activation of cytokine receptors opens a great potential for novel therapeutic regimes involving non-physiological ligands during immunotherapy. Recently developed nanobodies specifically recognizing GFP and mCherry fail to bind endogenous ligands^14, 15^ and thus qualify as binding partners of synthetic cytokine receptors. The N-terminal region of Camelidae heavy-chain antibodies contains a dedicated variable domain, referred to as VHH or nanobodies, which binds to its cognate antigen. Nanobodies are single-domain antibodies of about 110 amino-acid residues generated from the variable regions of these heavy-chain antibodies^16^. Here, these nanobodies were used as extracellular sensors for homo- and heteromeric GFP:mCherry fusion proteins as part of Synthetic Cytokine Receptors (SyCyRs), ultimately leading to the formation and activation of homo- and heterodimeric and heterotrimeric receptor complexes. As biological read-out system, we use IL-23- and IL-6/IL-11-signaling. Consequently, the extracellular sensors were fused to intracellular IL-23- and gp130-receptor chains. Using this set-up, we design a switchable synthetic cytokine receptor system, which resembles IL-23- and IL-6/IL-11-signaling and reveal that homodimeric IL-23R were biologically active. Moreover, we demonstrate that the Janus kinase activity and STAT3 phosphorylation-binding site in the intracellular domain (ICD) of the receptor can be separated on two different receptor chains, a phenomenon, which is referred to as trans-phosphorylation.

## Results

### SyCyRs simulate IL-23 and IL-6/IL-11 signaling

Natural biological switches regulate cytokine-induced signal transduction via receptor activation and inactivation. Highly specific nanobodies against GFP and mCherry were selected to mediate sensitive and background-free cytokine-like signaling. Naturally, IL-23 signals via its receptor complex consisting of IL-23R and IL-12Rβ1. To mimic IL-23 signaling, we generated two synthetic cytokine receptors (SyCyRs) in which the extracellular part, including the ligand-binding site of the IL-23R and the IL-12Rβ1 was replaced by nanobodies specifically recognizing mCherry (C_VHH_) and GFP (G_VHH_), respectively^14, 15^ (Fig. 1a and Supplementary Fig. 1a). SyCyRs were expressed in Ba/F3-gp130 cells (Supplementary Fig. 1b), which proliferate following STAT3 activation by the fusion protein of IL-6 and soluble IL-6R named Hyper-IL-6 (HIL-6)^17^ (Fig. 1b). As synthetic ligands for SyCyRs, we generated GFP-mCherry fusion proteins and various combinations (Fig. 1a and Supplementary Figs. 2 and  3). Since STAT3 activation is a hallmark of IL-23 signal transduction, we tested if STAT3-dependent proliferation of Ba/F3-gp130 cells expressing C_VHH_-IL-23R and G_VHH_-IL-12Rβ1 (Ba/F3-SyCyR(IL-23/2A) generated using 2A-technology with both cDNAs combined in one open reading frame and Ba/F3-SyCyR(IL-23) generated with two separate cDNAs could be induced with GFP and mCherry proteins and fusions of these. Interestingly, proliferation of Ba/F3-SyCyR(IL-23/2A) cells was specifically induced by GFP-mCherry and 2xGFP-mCherry fusion proteins, but not by single GFP and mCherry proteins (Fig. 1b). Ba/F3 cells only expressing C_VHH_-IL-23R or G_VHH_-IL-12Rβ1 failed to proliferate, demonstrating the high selectivity of GFP-mCherry as a synthetic cytokine ligand. Comparative analysis of the dose-dependent proliferation of Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R cells with GFP-mCherry and Hyper-IL-23 (HIL-23), respectively, revealed that the natural cytokine and synthetic cytokine exhibited comparable potency with half-maximal proliferation achieved with HIL-23 (56 kDa) and GFP-mCherry (57 kDa) concentrations of about 5–10 ng/ml (Fig. 1c). GFP-mCherry-induced cellular proliferation of Ba/F3-SyCyR(IL-23/2A) cells was specifically inhibited by a soluble G_VHH_–C_VHH_ fusion protein (Fig. 1d and Supplementary Fig. 4). Analysis of intracellular signal transduction showed that the GFP-mCherry, 2xGFP-mCherry fusion proteins, but not single mCherry, GFP and 3xGFP proteins induced JAK, STAT3, ERK1/2, and AKT phosphorylation in Ba/F3-SyCyR(IL-23/2A) cells (Fig. 1e, f). SyCyR(IL-23/2A) also resulted in specific STAT3 activation in U4C cells (Fig. 1g). Kinetics of pSTAT3 and SOCS3 induction following of Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R cells with either GFP-mCherry or HIL-23 were comparable (Fig. 2). Since the IL-23R complex is not targeted by SOCS3, activation resulted in sustained STAT3 phosphorylation^18^. 

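Gene arrays were deposited for 32 samples, 8 from each of 4 murine Ba/F3 pro-B cell lines. The lines are Ba/F3-gp130, the parental line with transduced human gp130, and the Ba/F3-IL-12Rβ1-IL-23R, Ba/F3-SyCyR(IL-23/2A) and Ba/F3-SyCyR(IL-23R) lines derived from it. Each sample was hybridised to 1 Affymetrix mouse Gene ST array. The sample labels give the line and a number from 13 to 20, and they do not give the stimulation of the cells. The paper describes 4 independent biological replicates per stimulation state, with cells starved for 3 h and treated for 60 min with 100 ng/ml of ligand. It does not describe the arrays of the parental line. Because the stimulation of each array is not given in the sources used here, stimulated and control cells were not compared, and the lines were compared over all 8 arrays of each. A level of a line thus covers arrays of different stimulation and is given as a median with its range.

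The authors normalized the arrays by RMA in Expression Console, and the deposited values are log2 values per probe set. Of the probe sets, 21789 were assigned to 1 gene symbol, 1621 to several and 12146 to none, and the 23410 with a symbol were tested. The median log2 value per array lay between 7.04 and 7.10 in Ba/F3-gp130, between 7.02 and 7.18 in Ba/F3-IL-12Rβ1-IL-23R, between 6.95 and 7.10 in Ba/F3-SyCyR(IL-23/2A) and between 6.94 and 7.11 in Ba/F3-SyCyR(IL-23R). The correlation between arrays of one line was at least 0.988, and no array was identical to another. Differences between lines were tested with limma on the log2 values of all 32 arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the fold limit of the paper. The number of arrays limits the precision, and an SE here also holds the spread that stimulation adds within a line. Each receptor complex is represented by 1 line, and the paper states that the lines were selected and cultured independently. The tests thus cannot tell an effect of the receptor from selection or culture of that line.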

Next, we analyzed the mRNA-expression by gene-array analysis of Ba/F3-SyCyR(IL-23/2A) cells stimulated with GFP-mCherry and Ba/F3-IL-12Rβ1-IL-23R cells stimulated with HIL-23. GFP-mCherry and HIL-23 up- or downregulated 107 and 193 genes, respectively, by a factor 1.5 or more (Fig. 3a). Among them are typical STAT3-target genes, including PIM1, SOCS3 and OSM (Fig. 3b, c). Pathway analysis revealed that the genes regulated by GFP-mCherry and HIL-23 belong to the same pathways (Fig. 3d and Supplementary Figs. 5–7). Our data revealed a high degree of overlap between the transcriptome induced by the synthetic ligand as compared to the natural cytokine.

**Fig. 1:**
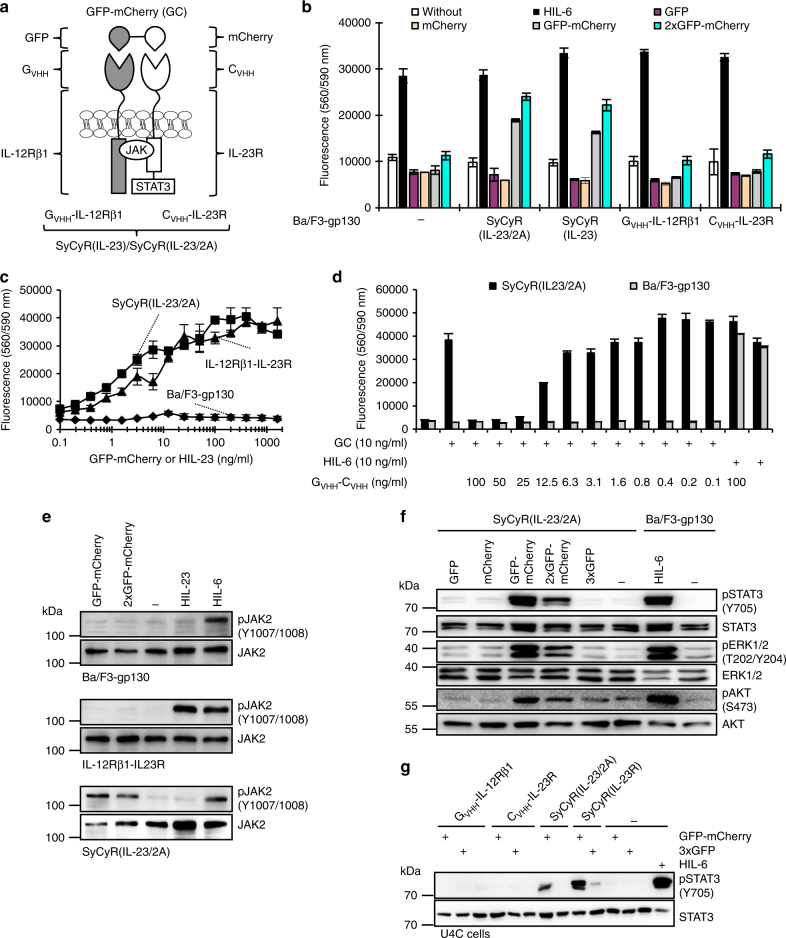
SyCyRs for IL-23 (SyCyR(IL-23/2A)) simulate IL-23-induced signal transduction. **a** Schematic illustration of IL-23 SyCyR and GFP-mCherry fusion protein. G_VHH_-IL-12Rβ1: G_VHH_ fused to 15 aa of the ECD, TMD, and ICD of IL-12Rβ1. C_VHH_-IL-23R: C_VHH_ fused to 17 aa of ECD, TMD, and ICD of IL-23R. **b** Proliferation of Ba/F3-gp130 cell lines with HIL-6 and GFP:mCherry cultured with synthetic ligands (6.25 ng/ml) or HIL-6 (10 ng/ml). Stimulation with mCherry was made with the same volume as with GFP (0.25%). One representative experiment out of three is shown. **c** Proliferation of Ba/F3-SyCyR(IL-23/2A) and Ba/F3-gp130 cells with GFP-mCherry and Ba/F3-IL-12Rβ1-IL-23R cells with HIL-23 cultured in the presence of ligands (0.1 to 1600 ng/ml). One representative experiment out of five is shown. **d** Proliferation of Ba/F3-SyCyR(IL-23/2A) and Ba/F3-gp130 cells with GFP-mCherry fusion protein in the presence of G_VHH_-C_VHH_. Cells were cultured in the presence of GFP-mCherry (GC; 10 ng/ml) and increasing concentrations of G_VHH_-C_VHH_ (0.1–100 ng/ml). One representative experiment out of four is shown. Results in **b**, **c**, and **d** are mean ± s.d. of three replicates. **e** JAK activation in Ba/F3-gp130, Ba/F3-IL-12Rβ1-IL-23R, and Ba/F3-SyCyR(IL-23/2A) cells stimulated with 100 ng/ml of indicated synthetic ligands or HIL-6 (100 ng/ml) for 20 min. Equal amounts of total protein (50 μg/lane) were analyzed using specific antibodies for phospho-JAK2 and JAK2. Western blot data show one representative experiment out of three. **f** STAT3, ERK1/2, and AKT activation in Ba/F3-SyCyR(IL-23/2A) and Ba/F3-gp130 cells treated with 100 ng/ml of the indicated ligands or HIL-6 (10 ng/ml) for 30 min. Stimulation with mCherry was made with the same volume as with GFP (2%). Equal amounts of total protein (50 μg/lane) were analyzed using specific antibodies for phospho-STAT3/ERK1/2/AKT and STAT3/ERK1/2/AKT. Western blot data show one representative experiment out of three. **g** STAT3 activation in U4C cells expressing SyCyR receptors were stimulated with 100 ng/ml of the indicated synthetic ligands or HIL-6 (10 ng/ml) for 60 min. Equal amounts of total protein (25 μg/lane for HIL-6 and 50 µg/lane for other ligands) were analyzed using specific antibodies for phospho-STAT3 and STAT3. Western blot data show one representative experiment out of two

**Fig. 2:**
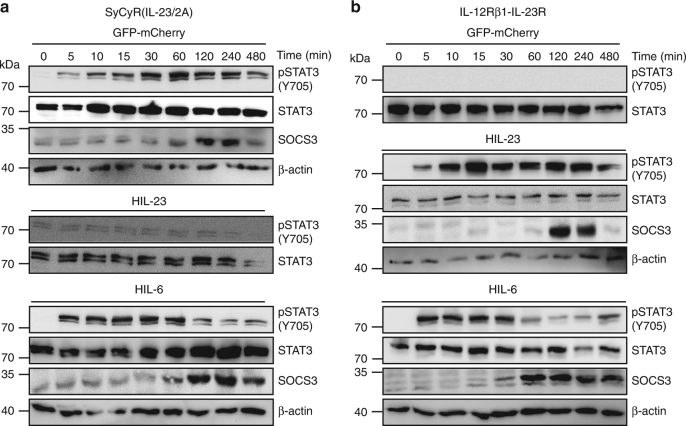
Synthetic cytokine receptors for IL-23 (SyCyR(IL-23/2A)) simulate kinetics of IL-23-induced STAT3 activation and SOCS expression in transduced Ba/F3-gp130 cells. **a** Ba/F3-SyCyR(IL-23/2A) cells were washed three times, starved, and stimulated with GFP-mCherry (100 ng/ml), HIL-23 (25 ng/ml), and HIL-6 (25 ng/ml) for 0–480 min. Stimulation with HIL-23 and HIL-6 were used as control. Cellular lysates were prepared, and equal amounts of total protein (50 μg/lane) were loaded on SDS gels, followed by immunoblotting using specific antibodies for phospho-STAT3 and STAT3, SOCS3, and β-actin. Western blot data show one representative experiment out of three. **b** Ba/F3-IL-12Rβ1-IL-23R cells were washed three times, starved, and stimulated with HIL-23 (25 ng/ml) for 0–480 min. Stimulation with GFP-mCherry (100 ng/ml) and HIL-6 (25 ng/ml) were used as control. Cellular lysates were prepared, and equal amounts of total protein (50 μg/lane) were loaded on SDS gels, followed by immunoblotting using specific antibodies for phospho-STAT3 and STAT3, SOCS3, and β-actin. Western blot data show one representative experiment out of three

**Fig. 3:**
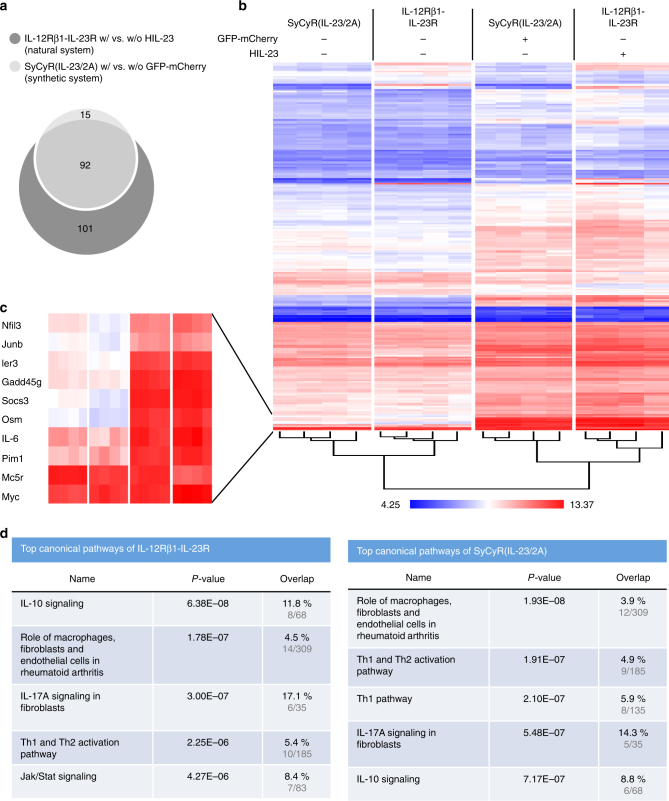
Microarray analysis of Ba/F3-SyCyR(IL-23/2 A) cells. **a** Venn-diagram of at least 1.5-fold (*p*-value ≤ 0.01) up- or downregulated mRNAs of Ba/F3-SyCyR(IL-23/2A) cells stimulated with 100 ng/ml GFP-mCherry (light gray) and Ba/F3-IL-12Rβ1-IL-23R cells stimulated with 100 ng/ml HIL-23 (dark gray) for 60 min. Microarray analysis was performed using samples of four independent biological replicates. **b** Heat map comparing mRNA levels of Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R stimulated and unstimulated as described in **a**. **c** Higher magnification of selected mRNAs from **b**. **d** Ingenuity pathway analysis (IPA) revealed the top five canonical pathways of Ba/F3-SyCyR(IL-23/2A) vs. Ba/F3-IL-12Rβ1-IL-23R

To investigate whether SyCyRs can be activated by homodimeric ligands, we adapted this system to the IL-6/IL-11 receptor complex^19^. A SyCyR for gp130 was generated in which the extracellular part of the cytokine receptor was replaced by G_VHH_ (G_VHH_-gp130) (Fig. 4a and Supplementary Fig. 1a). Expression of G_VHH_-gp130 in Ba/F3-gp130 cells (Ba/F3-SyCyR(IL-6)) was verified by flow cytometry (Supplementary Fig. 1b). As expected, JAK, TYK, STAT3, ERK1/2 phosphorylation in Ba/F3-SyCyR(IL-6) cells was specifically induced by 2xGFP-mCherry and 3xGFP (Fig. 4b, c). Comparison of the dose-dependent proliferation of Ba/F3-SyCyR(IL-6) and Ba/F3-gp130 with 3xGFP and HIL-6, respectively, showed that the natural and synthetic cytokine exhibited similar activity with half-maximal proliferation at 1–10 ng/ml 3xGFP (86 kDa) or HIL-6 (60 kDa), respectively (Fig. 4d). As depicted in Fig. 4e, 3xGFP-stimulation of Ba/F3-SyCyR(IL-6) cells resulted in time-dependent fast activation and slight inactivation of STAT3 phosphorylation after 120 min, which was accompanied by upregulation of SOCS3. Overall, 3xGFP-induced signal transduction was undistinguishable from HIL-6 induced STAT3 phosphorylation and SOCS3 expression. Next, we expressed SyCyR(IL-6) in liver tissue of C57BL/6 mice. Twenty-four hours after injection of cDNAs coding for G_VHH_-gp130 and 3xGFP alone or in combination, we observed STAT3 phosphorylation when G_VHH_-gp130 was coexpressed with 3xGFP (Fig. 4f, g). Interestingly, G_VHH_-gp130 expression was found to be much higher in mice injected only with the cDNA coding for G_VHH_-gp130 as compared to mice expressing both, G_VHH_-gp130 and 3xGFP. The data suggest that co-expression of G_VHH_-gp130 and 3xGFP resulted in activation-dependent degradation of G_VHH_-gp130. Moreover, detection of 3xGFP in serum samples by western blotting showed strong accumulation of 3xGFP in mice injected only with the cDNA coding for 3xGFP, whereas 3xGFP was hardly detectable in mice injected with cDNAs coding for G_VHH_-gp130 and 3xGFP. These findings suggest that not only G_VHH_-gp130 but also 3xGFP protein was efficiently internalized and degraded in liver cells after binding and activation of G_VHH_-gp130 (Fig. 4f). Consistently, expression of the acute phase response gene *Saa1* was increased following injection of cDNAs coding for G_VHH_-gp130 and 3xGFP (Fig. 4h), in sharp contrast to injection of cDNA coding for G_VHH_-gp130 or 3xGFP alone. Overall, our data showed that the tested SyCyRs phenocopied IL-6 and IL-23 signaling in vitro and in vivo.

**Fig. 4:**
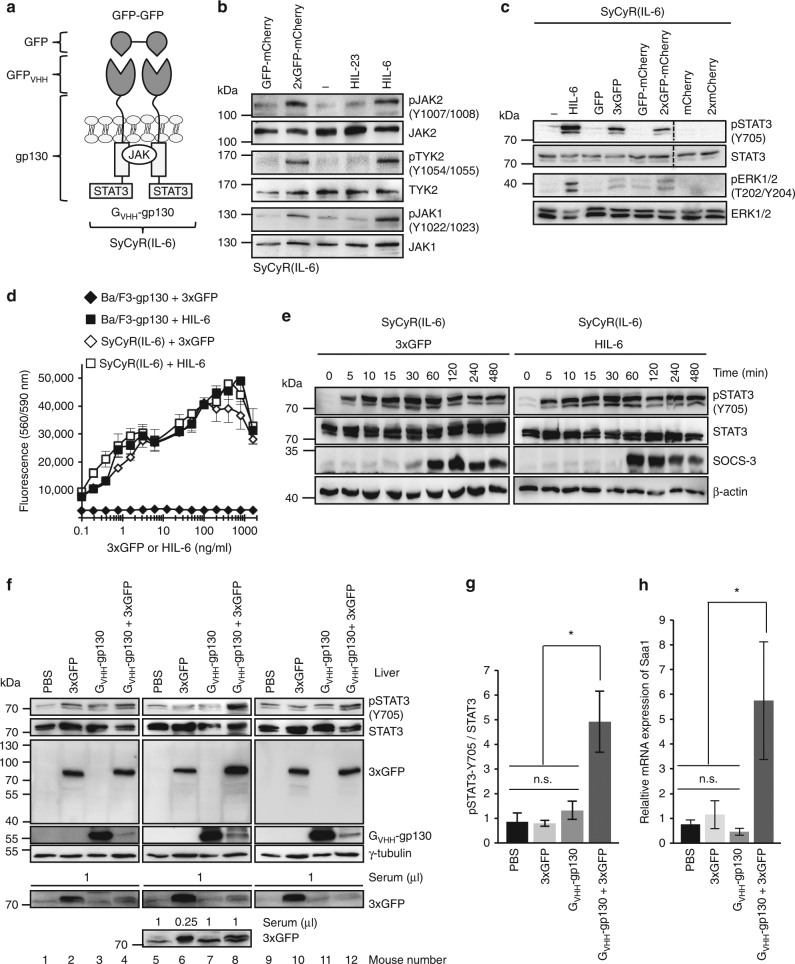
SyCyRs for IL-6 (SyCyR(IL-6)) simulate IL-6/IL-11-induced signal transduction. **a** Schematic illustration of IL-6 SyCyR and GFP-GFP. G_VHH_-gp130: G_VHH_ fused to 13 aa of the ECD, TMD, and ICD of gp130. **b** JAK and TYK activation in Ba/F3-SyCyR(IL-6) cells stimulated with supernatants containing 100 ng/ml of indicated synthetic ligands or HIL-6 (100 ng/ml) for 20 min. Equal amounts of total protein (50 μg/lane) were analyzed for phospho-JAK2/TYK2/JAK1 and JAK2/TYK2/JAK1. Western blot data show one representative experiment out of three. **c** STAT3 and ERK1/2 activation in Ba/F3-SyCyR(IL-6) cells stimulated with 4% conditioned supernatant containing mCherry, 2xmCherry or conditioned supernatants containing 100 ng/ml of indicated synthetic ligands for 60 min. Stimulation with HIL-6 (10 ng/ml) for 15 min was used as control. Equal amounts of total protein (50 μg/lane) were analyzed for phospho-STAT3/ERK1/2 and STAT3/ERK1/2. One representative experiment out of two is shown. **d** Proliferation of Ba/F3-SyCyR(IL-6) and Ba/F3-gp130 cells with 3xGFP and HIL-6 cultured in the presence of ligands (0.1 to 1600 ng/ml). One representative experiment out of five is shown. Results are mean ± s.d. of three replicates. **e** Ba/F3-SyCyR(IL-6) cells were stimulated with 3xGFP (100 ng/ml) and HIL-6 (25 ng/ml) for 0-480 min. Total protein (50 μg/lane) were analyzed for phospho-STAT3 and STAT3, SOCS3, and β-actin. Western blot data show one representative experiment out of three. **f** Western blot of mouse liver lysates and mouse serum prepared 24 h following hydrodynamic transfection of PBS, pcDNA3.1-3xGFP (1.28 µg) and/or pcDNA3.1-G_VHH_-gp130 (2.3 µg) plasmid DNA. Total proteins (50 μg/lane) were analyzed for phospho-STAT3, STAT3, GFP, and γ-tubulin. Serum volumes from 0.25–1 µl were analyzed for GFP; *n* = 3 animals/group. **g** Ratio of relative density of pSTAT3 and STAT3 liver expression as determined in **f**; Results are mean ± s.e.m. of three animals/group. Significance of difference (one-way ANOVA): *p < 0.05. **h** qRT-PCR of *Saa1* mRNA 24 h after hydrodynamic transfection of 1.28 µg pcDNA3.1-3xGFP and/or 2.3 µg pcDNA3.1-G_VHH_-gp130 plasmid and normalized using the housekeeper mRNA *Gapdh* and the ΔΔCT method; Results are mean ± s.e.m. of six animals/group. Significance of difference (one-way ANOVA): *p < 0.05

### IL-23R-SyCyR homodimers are biologically active

Since multimeric GFP was able to induce IL-6 signal transduction via homodimeric G_VHH_-gp130, we wondered, whether IL-23R is also biologically active as a homodimer. Accordingly, we created a SyCyR consisting of the extracellular G_VHH_ fused to the transmembrane and intracellular domains of the IL-23R (G_VHH_-IL-23R; (SyCyR(IL-23R)) (Fig. 5a and Supplementary Fig. 1). Interestingly, 3xGFP and 2xGFP-mCherry fusion proteins induced proliferation of Ba/F3-SyCyR(IL-23R) cells (Fig. 5b), whereas single GFP and mCherry or the heterodimeric GFP-mCherry fusion protein did not (Fig. 5b). Half-maximal proliferation was achieved at about 10–20 ng/ml 3xGFP (86 kDa) (Fig. 5c), which was only slightly lower as compared to Ba/F3-IL-12Rβ1-IL-23R cells stimulated with HIL-23 (56 kDa; 5–10 ng/ml). Thus, the slightly reduced activity cannot be explained through differences in the molar concentrations of the molecules. As expected, 3xGFP and 2xGFP-mCherry fusion proteins but not single GFP induced JAK, STAT3, pERK1/2, and AKT phosphorylation in Ba/F3-SyCyR(IL-23R) cells (Fig. 5d, e). Also the kinetics of pSTAT3 activation and SOCS3 expression of HIL-23 and 3xGFP were comparable (Figs. 5f and 2f), suggesting that also IL-23R homodimers were not negatively regulated by SOCS3. Surprisingly, only 35 genes were up- or downregulated by at least 1.5-fold after stimulation of Ba/F3-SyCyR(IL-23R) with 3xGFP. However, 34 out of 35 transcripts were also found in the GFP-mCherry-group (Ba/F3-SyCyR(IL-23/2 A)) (Fig. 6a). Among the 35 regulated genes are typical IL-23 target genes, including PIM, SOCS3, and OSM (Fig. 6b, c). Although, a reduced number of genes was triggered by homodimeric IL-23R signaling when compared to IL-12Rβ1-IL-23R heterodimer stimulation, similar signaling pathways were affected (Figs. 6c, 3d and Supplementary Figs. 5–8). In conclusion, homotypic activation of SyCyR(IL-23R) also phenocopied IL-23 signaling in terms of signal transduction pathways and kinetics, but resulted in overall reduced induction of gene expression as compared to SyCyR(IL-23/2A).

**Fig. 5:**
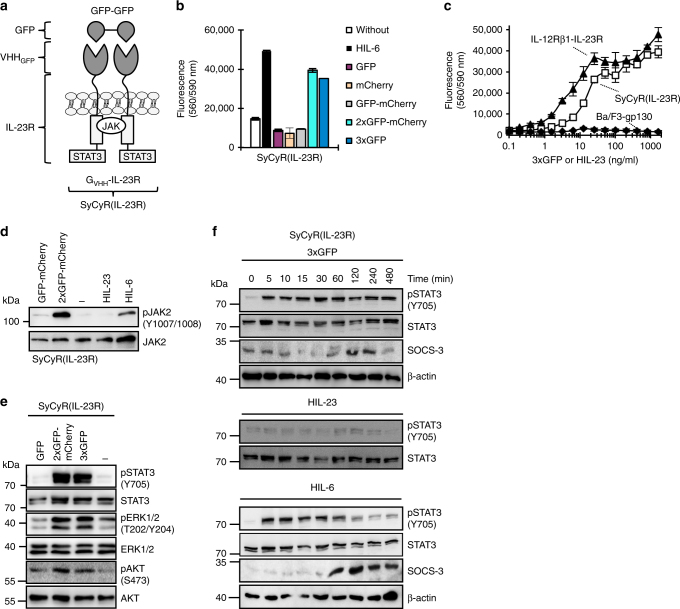
SyCyRs for homodimeric IL-23R (SyCyR(IL-23R)) induced signal transduction. **a** Schematic illustration of homodimeric IL-23R SyCyR and GFP-GFP fusion protein. G_VHH_-IL-23R: G_VHH_ fused to 17 aa of the ECD, TMD, and ICD of IL-23R. **b** Proliferation of Ba/F3-SyCyR(IL-23R) cells with HIL-6 and GFP:mCherry fusion proteins cultured in the presence of the indicated synthetic ligands (6.25 ng/ml) or HIL-6 (10 ng/ml). Stimulation with mCherry was made with the same volume as with GFP (0.25%). One representative experiment out of three is shown. Results are mean ± s.d. of three replicates. **c** Proliferation of Ba/F3-SyCyR(IL-23R) with HIL-23, Ba/F3-IL-12Rβ1-IL-23R, and Ba/F3-gp130 cells with 3xGFP and HIL-23 cultured in the presence of ligands (0.1 to 1600 ng/ml). One representative experiment out of six is shown. Results are mean ± s.d. of three replicates. **d** JAK activation in Ba/F3-SyCyR(IL-23R) cells. Cells were stimulated with conditioned supernatants containing 100 ng/ml of the indicated synthetic ligands or HIL-6 (100 ng/ml) for 20 min. Equal amounts of total protein (50 μg/lane) were analyzed for phospho-JAK2 and JAK2. Western blot data show one representative experiment out of three. **e** STAT3, ERK1/2, and AKT activation in Ba/F3-SyCyR(IL-23R) cells stimulated with 100 ng/ml of the indicated ligands for 30 min. Stimulation with mCherry was made with the same volume as with GFP (2%). Equal amounts of total protein (50 μg/lane) were analyzed for phospho-STAT3/ERK1/2/AKT and STAT3/ERK1/2/AKT. Western blot data show one representative experiment out of three. **f** Ba/F3-SyCyR(IL-23R) cells were stimulated with 3xGFP (100 ng/ml), HIL-23 (25 ng/ml), and HIL-6 (25 ng/ml) for 0–480 min. Equal amounts of total protein (50 μg/lane) were analyzed for phospho-STAT3, STAT3, SOCS3, and β-actin. Western blot data show one representative experiment out of three

**Fig. 6:**
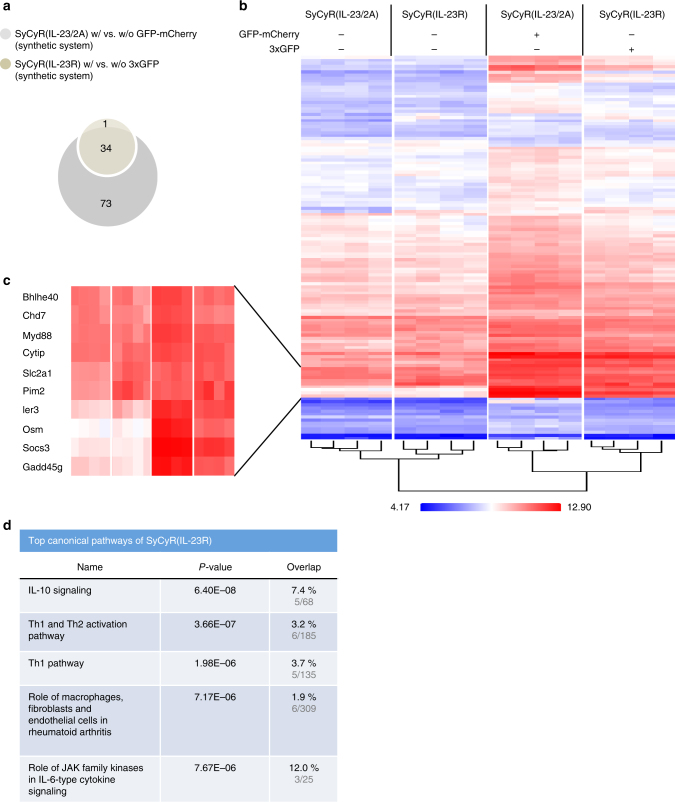
Microarray analysis of Ba/F3-SyCyR(IL-23R) cells. **a** Venn-diagram of at least 1.5-fold (*p*-value ≤ 0.01) up- or downregulated mRNAs of Ba/F3-SyCyR(IL-23R) cells stimulated with 100 ng/ml 3xGFP (yellow) and Ba/F3-SyCyR(IL-23/2A) cells stimulated with 100 ng/ml GFP-mCherry (light gray) for 60 min. Microarray analysis was performed using samples of four independent biological replicates. **b** Heat map comparing mRNA levels of Ba/F3-SyCyR(IL-23R) and Ba/F3-SyCyR(IL-23/2A) stimulated and unstimulated as described in **a**. **c** Higher magnification of selected mRNAs from **b**. **d** Ingenuity pathway analysis (IPA) revealed the top five canonical pathways of Ba/F3-SyCyR(IL-23/2A) vs. Ba/F3-SyCyR(IL-23R)

### Heterotrimeric SyCyRs induce STAT3 trans-phosphorylation

During trans-phosphorylation a kinase-active receptor is able to trans-phosphorylate a kinase-negative mutant receptor. Since 2xGFP-mCherry was able to induce functional hetero- and homodimerization of SyCyRs, we wondered whether 2xGFP-mCherry can induce trans-phosphorylation of STAT3 via synthetic trimeric receptor complexes. Hence, a C-terminally truncated IL-23R (Δ503), lacking the canonical STAT-binding motifs but retained JAK, ERK, and AKT activity (IL-23R-ΔSTAT) was selected and fused with G_VHH_ (Fig. 7a and Supplementary Fig. 9a). Janus kinases interact with peptide motifs within the IL-23R localized between amino acid 403–479 and complete or partial deletion results in disabled JAK activity^18^. Accordingly, we created three deletion variants of the IL-23R intracellular domain with disabled JAK activity, ΔJAK-A (Δ403–417), ΔJAK-B (Δ455–479), and ΔJAK-C (Δ403–479)^20^ fused to the mCherry-nanobody (Fig. 7a and Supplementary Fig. 9a). Cell surface expression of these SyCyRs in Ba/F3-gp130 cells was verified by flow cytometry (Supplementary Fig. 9b). As expected, stimulation of G_VHH_-IL-23R-ΔSTAT in Ba/F3-gp130 cells with 2xGFP-mCherry resulted in JAK and ERK phosphorylation but defective STAT3 activation (Fig. 7b, c). Consequently, 3xGFP-induced proliferation of Ba/F3-G_VHH_-IL-23R-ΔSTAT cells was drastically reduced as compared to Ba/F3-SyCyR(IL-23R) cells (Fig. 7d). Interestingly, only the assembly of a 2xGFP-mCherry-induced trimeric complex consisting of two G_VHH_-IL-23R-ΔSTAT receptors and one C_VHH_-IL-23R-ΔJAK receptor resulted in increased STAT3 trans-phosphorylation and cellular proliferation (Fig. 7c, e). Dimerization of G_VHH_-IL-23R-ΔSTAT with all C_VHH_-ΔJAK receptors by GFP-mCherry did not induce STAT activation, demonstrating that two biologically active JAKs in G_VHH_-IL-23R-ΔSTAT were needed for STAT3 trans-phosphorylation. Of note, also stimulation with a 2xmCherry fusion protein and formation of dimeric C_VHH_-IL-23R-ΔJAK did not result in STAT3 phosphorylation, whereas homodimers of C_VHH_-IL-23R were biologically active (Supplementary Fig. 10), demonstrating that the C_VHH_-IL-23R-ΔJAK variants were not biologically active as dimers.

**Fig. 7:**
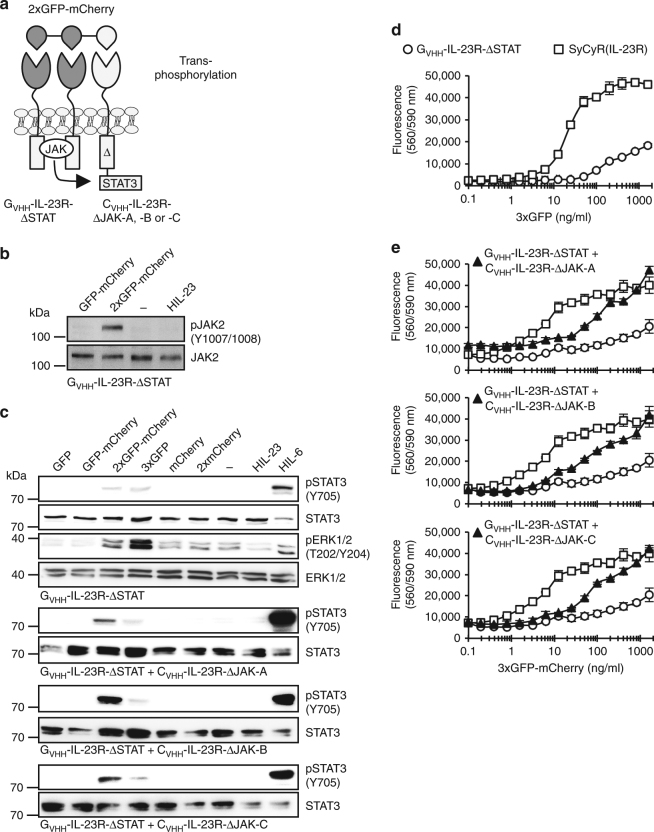
Engineered heterotrimeric SyCyRs of IL-23R are capable of STAT3 trans-phosphorylation in transduced Ba/F3-gp130 cells. **a** Schematic illustration of IL-23R-SyCyRs simulating STAT3 trans-phosphorylation. The 2xGFP-mCherry fusion protein served as synthetic cytokine ligand. G_VHH_-IL-23R-ΔSTAT consists of the GFP-nanobody fused to 16 aa of the extracellular part, the transmembrane and intracellular domains of the IL-23R lacking STAT-binding motifs. The C_VHH_-IL-23R-ΔJAK variants consist of the mCherry-nanobody fused to 16 aa of the extracellular part, the transmembrane and intracellular domains of the IL-23R lacking the JAK activation site (ΔJAK-A,-B,-C). **b** Analysis of JAK activation in Ba/F3-IL-23R-ΔSTAT cells. Cells were washed three times, starved, and stimulated with 100 ng/ml of the indicated synthetic ligands for 20 min. Cellular lysates were prepared, and equal amounts of total protein (50 μg/lane) were loaded on SDS gels, followed by immunoblotting using specific antibodies for phospho-JAK2 and JAK2. Western blot data show one representative experiment out of three. **c** Analysis of signal transduction in Ba/F3-G_VHH_-IL-23R-ΔSTAT cells and Ba/F3-G_VHH_-IL-23R-ΔSTAT cells stably transduced with one of the C_VHH_-variants depicted in **a**. Ba/F3-G_VHH_-IL-23R-ΔSTAT cells and variants thereof were washed three times, starved, stimulated with 4% CHO-K1 conditioned supernatant containing mCherry, 2xmCherry or conditioned supernatant containing 100 ng/ml of the other indicated synthetic ligands for 60 min. Stimulation with HIL-23 (10 ng/ml) for 60 min and HIL-6 (10 ng/ml) for 15 min was used as control. Cellular lysates were prepared, and equal amounts of total protein (for STAT3 analysis 25 µg/lane for HIL-6 and 50 μg/lane for other ligands, for ERK1/2 analysis 12.5 µg/lane for HIL-6 and 75 µg/lane for other ligands) were loaded on SDS gels, followed by immunoblotting using specific antibodies for phospho-STAT3/ERK1/2 and STAT3/ERK1/2. Western blot data show one representative experiment out of two. **d**, **e** Cellular proliferation of Ba/F3-SyCyR(IL-23R), Ba/F3-G_VHH_-IL-23RΔSTAT cells and variants thereof with 3xGFP or 2xGFP-mCherry fusion proteins. Equal numbers of cells were cultured for 3 days in the presence of the indicated ligands (0.1–1600 ng/ml). Proliferation was measured using the colorimetric CellTiter-Blue cell viability assay. One representative experiment out of four is shown. Results are mean ± s.d. of three replicates

Cytokine receptors can be classified into high-affinity binders with longer ICDs and lower-affinity binders with shorter ICDs. Interestingly, high-affinity receptors with STAT-binding sites often heterodimerize with JAK1 or JAK2, whereas low-affinity receptors often pair with TYK2 or JAK3, and minimally contribute to STAT recruitment and activation^21, 22^. Combining the short ICD- and TYK-binding-receptor G_VHH_-IL-12Rβ1 with C_VHH_-IL-23R-ΔJAK-B, in Ba/F3-gp130 cell lines did not result in trans-phosphorylation and proliferation (Fig. 8b, c and Supplementary Fig. 11), demonstrating that this combination fails to induce receptor activation.

**Fig. 8:**
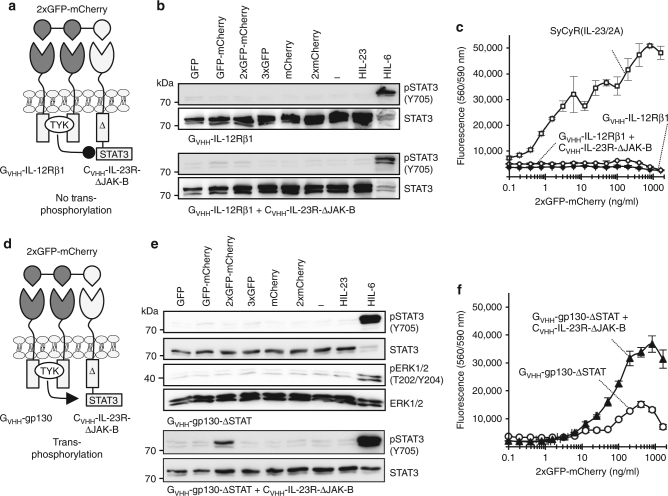
Engineered heterotrimeric SyCyRs based on G_VHH_-IL-12Rβ1 and G_VHH_-gp130 homodimerization fail in STAT3 trans-phosphorylation. **a** Schematic illustration of IL-12Rβ1-SyCyRs simulating STAT3 trans-phosphorylation using 2xGFP-mCherry. G_VHH_-IL-12Rβ1: GFP-nanobody fused to 15 aa of ECD, TMD, and ICD of IL-12Rβ1, lacking any STAT-binding motifs. C_VHH_-IL-23R-ΔJAK-B variant: mCherry-nanobody fused to 16 aa of ECD, the TMD and ICD of the IL-23R lacking JAK activation site (ΔJAK-B). **b** STAT3 activation in indicated Ba/F3-G_VHH_-IL-12Rβ1 cells lines were stimulated with 16% CHO-K1 conditioned supernatant containing mCherry, 2xmCherry or conditioned supernatant containing 400 ng/ml of the other indicated ligands for 60 min or with HIL-23 (10 ng/ml) for 60 min and HIL-6 (10 ng/ml) for 15 min. Total proteins (25 µg/lane for HIL-6 and 50 µg/lane for other ligands) were analyzed for phospho-STAT3 and STAT3. Western blot data show one representative experiment out of three. **c** Proliferation of indicated Ba/F3-SyCyR(IL-23/2A) and Ba/F3-G_VHH_-IL-12Rβ1 cell lines were cultured in the presence of 2xGFP-mCherry (0.1–1600 ng/ml). One representative experiment out of two is shown. Results are mean ± s.d. of three replicates. **d** Schematic illustration of gp130-SyCyRs simulating STAT3 trans-phosphorylation with 2xGFP-mCherry. G_VHH_-gp130-ΔSTAT: GFP-nanobody fused to 13 aa of the ECD, the TMD and ICD of gp130 lacking the STAT-binding motifs. C_VHH_-IL-23R-ΔJAK-B: mCherry-nanobody fused to 16 aa of the ECD, the TMD and ICD of the IL-23R lacking JAK activation site. **e** STAT3 and ERK1/2 activation in indicated Ba/F3-G_VHH_-gp130-ΔSTAT cell lines were stimulated with 8% CHO-K1 conditioned supernatant containing mCherry, 2xmCherry or conditioned supernatant containing 200 ng/ml of the other indicated ligands for 60 min or HIL-23 (10 ng/ml) for 60 min or HIL-6 (10 ng/ml) for 15 min. Equal amounts of total protein (for STAT3 analysis 25 µg/lane for HIL-6 and 50 μg/lane for other ligands. For ERK1/2 analysis 12.5 µg/lane for HIL-6 and 75 µg/lane for other ligands) were analyzed for phospho-STAT3/ERK1/2 and STAT3/ERK1/2. Western blot data show one representative experiment out of two. **f** Proliferation of indicated Ba/F3-G_VHH_-gp130-ΔSTAT cells lines were cultured in the presence of 2xGFP-mCherry (0.1–1600 ng/ml). One representative experiment out of four is shown. Results are mean ± s.d. of three replicates

Finally, we asked if the SyCyRs C_VHH_-IL-23R-ΔJAK-B might be trans-phosphorylated by G_VHH_-gp130 (SyCyR(IL-6)). We generated a C-terminally truncated gp130 (Δ758) lacking both the STAT and ERK/AKT activation motifs^23^ fused to the G_VHH_ (G_VHH_-gp130-ΔSTAT) (Fig. 8d and Supplementary Fig. 12). Ba/F3-gp130 cells expressing G_VHH_-gp130-ΔSTAT displayed no STAT3 phosphorylation after stimulation with 2xGFP-mCherry and 3xGFP (Fig. 8e). In analogy to the IL-23R-ΔSTAT-SyCyRs, the combined activation of G_VHH_-gp130-ΔSTAT with C_VHH_-IL-23R-ΔJAK-B resulted in STAT3 trans-phosphorylation and cellular proliferation (Fig. 8e, f).

## Discussion

Here, we describe the development of a synthetic cytokine receptor system based on nanobodies directed against GFP and mCherry fused to truncated cytokine receptors. Nanobodies are versatile tools widely used in molecular biology, exhibiting high-affinity and antigen specificity. We chose nanobodies against GFP and mCherry because these fluorescent proteins are non-toxic to mammalian cells, will not cause unspecific binding to endogenous receptors and are, therefore, considered as side-effect/background-free^24, 25^. As receptor system, we used heterodimeric and homodimeric cytokine receptor compositions exemplified by IL-23 and IL-6 receptor signaling complexes. IL-23 signals via a heterodimeric receptor complex consisting of IL-12Rβ1 and IL-23R, whereas IL-6 signals via the non-signal-transducing IL-6R and the signal-transducing homodimer of gp130^19^. Both receptor complexes induce signals via receptor-associated Janus kinases that activate STAT, ERK, and AKT pathways^26, 27^. JAKs are constitutive but non-covalently associated with class I and II cytokine receptors, which upon cytokine binding bring together two JAKs to create an active signaling complex. JAK interact with receptor peptide motifs, which are present in the intracellular domain of cytokine receptors. During receptor activation, JAKs switch into the “on''-status by reciprocal phosphorylation and subsequent phosphorylation of receptor-tyrosines and signaling molecules such as STAT3^28^.

The synthetic receptor complex mimicking IL-23-signaling was activated by a heterodimeric synthetic GFP-mCherry ligand but not by single GFP or mCherry or multimeric GFP fusion proteins, whereas the synthetic receptor complex simulating IL-6-signaling was specifically activated by homodimeric synthetic GFP-ligands. Importantly, GFP-mCherry and 3xGFP fusion proteins did not activate cellular responses in cells lacking synthetic cytokine receptors.

A recent report showed that not only the intracellular domains determine the signaling strength but also the mode of extracellular receptor complex assembly^29^. Specifically, a point mutation in EPO was shown to change EPO receptor dimerization, which resulted in reduced STAT1 and STAT3 phosphorylation but did not affect STAT5 activation^29^. This implies, that replacing the extracellular part of a cytokine receptor by another binding domain, such as nanobodies might influence signaling strength and kinetics, which ultimately lead to an altered intracellular response of the chimeric receptor. To exclude such effects for our synthetic cytokine receptors, apart from general analysis of typical signal transduction pathways (JAK/STAT, ERK, AKT), we verified that the time-dependent activation profile of IL-23 and IL-6 is identical with those of synthetic ligands. These findings were supported by transcriptome comparison of Ba/F3-IL-23R-IL-12Rβ1 and Ba/F3-SyCyR(IL-23/2A) cells, activated by HIL-23 and GFP-mCherry, respectively, in which almost all regulated genes for both cytokines were identical. Even though more regulated genes were detected after HIL-23 stimulation as compared to GFP-mCherry stimulation, this difference was within expected fluctuations when using cell lines, which have been transduced with different receptor complexes and have been independently selected and cultivated for several weeks. Importantly, pathway analysis of the natural and synthetic IL-23 receptor complexes highlighted that naturally and synthetically induced signal transduction was basically identical. To the best of our knowledge, this is the first study using chimeric receptor complexes, which included a detailed analysis of signal transduction pathways and expression profiles. Importantly, the synthetic receptors appear to be active in vivo, since we demonstrated the activation of G_VHH_-gp130 by 3xGFP in the liver of mice after hydrodynamic injection.

So far, no signaling role of IL-12Rβ1 in the receptor complex apart from activation of a Janus kinase has been assigned^20^. Consistently, using our synthetic receptors, we induced IL-23R homodimeric receptor complexes, as we have recently suggested^30, 31^. Although the general activation of signaling pathways appeared to be similar to IL-23 signaling, gene-array analysis revealed a reduced number of regulated genes when compared to heterodimeric signaling. This phenomenon could be caused by the slightly reduced proliferation observed following SyCyR(IL-23R) signaling when compared to natural IL-23R/IL-12Rβ1 complex. Moreover, reduced affinity or biochemical features of the synthetic ligand may affect SyCyR signaling. This effect might also contribute to the observation, that the natural and synthetic IL-23 receptor activation was different in terms of the absolute number of regulated genes.

The modular nature of the synthetic ligands, with one receptor binding site per GFP or mCherry allows an exact composition of the receptor stoichiometry, which clearly will be interesting for many if not all other cytokine receptors. Moreover, this system will enable the combinatory assembly of uncommon receptor combinations with desirable signaling potentials and capacities. The number of recruited synthetic receptors is only limited by the maximal number of ligands connected in one GFP:mCherry fusion protein or by alternative GFP/mCherry multimerization strategies^32, 33^.

Two recent reports describe surrogate dimeric ligands, which specifically bind and activate natural cytokine receptors supporting our hypothesis that receptor activation might be generally possible by dimeric ligands^34, 35^. For IL-6 and IL-23 signaling, we used homo- and heterodimeric GFP:mCherry fusion proteins, but we were also able to generate homo- and heterotrimeric GFP:mCherry variants. Using these synthetic ligands, we analyzed, if biologically active trimeric receptor complexes could also be functionally assembled among the cytokine receptor family with associated kinases. Tyrosine-receptors and receptors with associated kinases are typically active as dimers^36^ to juxtapose and subsequently activate at least two receptor kinases. This implies that these receptor systems naturally did not require a third receptor. To generate trimeric receptor complexes for IL-6 and IL-23-simulations, we deleted the STAT3-binding motifs in the synthetic G_VHH_-IL-23 and G_VHH_-gp130 receptors and combined these receptors with JAK-deficient receptors containing STAT-binding motifs fused to C_VHH_. We showed that in these trimeric receptor combinations, STAT3 activation is mediated by trans-phosphorylation. The formation of a trimeric receptor complex with two JAK-proficient but STAT-deficient receptors and one STAT-binding motif receptor by GFP-GFP-mCherry (2xGFP-mCherry) resulted in STAT3 trans-phosphorylation. Assembly of one JAK-proficient receptor with one STAT-binding motif receptor by a GFP-mCherry fusion did, however, not lead to trans-phosphorylation, confirming that one Janus kinase is not sufficient for receptor activation. Of note, trans-phosphorylation was thus far only described for tyrosine-kinase-receptors of the PDGF and EGF family^37–41^, in which a kinase-active receptor was able to trans-phosphorylate a second kinase-inactive mutant receptor after receptor dimerization. In these cases, the kinase-negative mutant receptor was able to activate the functional kinase of the other receptor. Here, we describe for the first receptor-chain trans-phosphorylation for cytokine receptors with associated Janus kinases.

In summary, the synthetic cytokine receptor system allows tailor-made activation and analysis of cytokine signaling by recruitment of defined numbers and compositions of receptor chains. Receptor assembly is determined by the number and sequence of GFP-mCherry units in the ligand fusion proteins. This system simulates signal transduction without relevant background activation that has been described previously with chimeric receptor systems^6^. The lack of toxicity of fluorescent proteins in vitro and in vivo allows a widespread area of potential applications for studying cell-type specific receptor activation by synthetic ligand application in transgenic mice. Importantly, our system is easily on/off-switchable, because signal activation can be rapidly inhibited by application of soluble nanobody-fusion proteins directed against the synthetic GFP:mCherry ligands and will open up therapeutic regimes involving non-physiological targets during immunotherapy.

## Methods

### Cells and reagents

CHO-K1 (ACC-110) cells were from Leibniz Institute DSMZ-German Collection of Microorganisms and Cell Cultures (Braunschweig, Germany). U4C cells were kindly provided by Heike Hermanns (University Würzburg, Germany). Murine Ba/F3-gp130 cells transduced with human gp130 were provided by Immunex (Seattle, WA, USA)^42^. The packaging cell line Phoenix-Eco was obtained from Ursula Klingmüller (DKFZ, Heidelberg, Germany)^43^. Ba/F3-gp130 cells with murine IL-12Rβ1 and murine IL-23R have been described previously^18^. All cell lines were grown in Dulbecco’s modified Eagle medium (DMEM) high-glucose culture medium (GIBCO®, Life Technologies, Darmstadt, Germany) supplemented with 10% fetal calf serum (GIBCO®, Life Technologies, Darmstadt, Germany), 60 mg/l penicillin and 100 mg/l streptomycin (Genaxxon Bioscience GmbH, Ulm, Germany) at 37 °C with 5% CO_2_ in a water saturated atmosphere. Ba/F3-gp130 cells were maintained in the presence of Hyper-IL-6 (HIL-6), a fusion protein of IL-6 and the soluble IL-6R, which mimics IL-6 trans-signaling^44^. Either recombinant protein (10 ng/ml) or 0.2% (10 ng/ml) of conditioned cell culture medium from a stable CHO-K1 clone secreting Hyper-IL-6 (stock solution approx. 5 µg/ml as determined by ELISA) were used to supplement the growth medium. Ba/F3-IL-12Rβ1-IL-23R cells expressing murine IL-23R and murine IL-12Rβ1 were stimulated with 0.2% (10 ng/ml) of conditioned cell culture medium from a stable CHO-K1 clone secreting murine Hyper-IL-23 (HIL-23) in a concentration of approx. 5 µg/ml, as determined by ELISA^18^. Phospho-STAT3 (Tyr705) (D3A7) (1:1000, cat. #9145), STAT3 (124H6) (1:1000, cat. #9139), phospho-p44/42 MAPK (ERK1/2) (Thr-202/Tyr-204) (D13.14.4E) (1:1000, cat. #4370), p44/42 MAPK (ERK1/2) (1:1000, cat. #9102), phospho-AKT (Ser473) (D9E) (1:000, cat. #4060), AKT (1:1000, cat. #9272S), phospho-JAK1 (Tyr1022/1023) (1:000, cat. #3331), JAK1 (6G4) (1:1000, cat. #3344S), phospho-JAK2 (Tyr1007/1008) (1:1000, cat. #3771), JAK2 (D2E12) (1:000, cat. #3230), phospho-TYK2 (Tyr1054/1055) (1:000, cat. #9321), TYK2 (1:000, cat. #9312), GFP (4B10) (1:000, cat. #2955) and myc (71D10), (1:1000 for western blotting and 1.2 µg for flow cytometry, cat. #2278) monoclonal antibodies (mAbs) were obtained from Cell Signaling Technology (Frankfurt, Germany). mCherry (1:1000, cat. 31451) was obtained from Thermo Fisher Scientific (Waltham, MA, USA). Flag (DYKDDDDK) (1:1000 for western blotting and 1:100 for flow cytometry, cat. F7425) and γ-tubulin (1:5000, cat. T5326) mAbs were obtained from Sigma Aldrich (Munich, Germany). Human CIS3/SOCS3 (C204) mAb (1:500, cat. JP18391) was obtained from Immuno-Biological Laboratories Co, Ltd. (Fujioka, Japan). β-actin (C4) mAb (1:500, cat. sc-47778) was obtained from Santa Cruz Biotechnology (Dallas, USA). Peroxidase-conjugated secondary mAbs (1:2500, cat. 31462, cat. 31451) were obtained from Pierce (Thermo Fisher Scientific, Waltham, MA, USA). Alexa Fluor 488 conjugated Fab goat anti-rabbit IgG (1:100, cat. A11070) was obtained from Thermo Fisher Scientific (Waltham, MA, USA). PageRuler Prestained Protein Ladder (cat. #26616) was obtained from Thermo Fisher Scientific (Waltham, MA, USA).

### Construction SyCyRs and synthetic ligands

pcDNA3.1-G_VHH_-IL-23R expression vector was generated by fusion of coding sequences for human IL-11R signal peptide (Q14626, aa 1-24) followed by sequences for myc tag (EQKLISEEDL), GFP-nanobody (G_VHH_)^15^ and murine IL-23R (Q8K4B4) comprising amino acids A358 to K644 representing 17 aa of the extracellular domain, the transmembrane domain and the cytoplasmic part of the receptor. The cDNA coding for G_VHH_-IL-12Rβ1 was generated by insertion of cDNA coding for murine IL-12Rβ1 (Q60837, aa A551-A738, representing 15 aa of the extracellular domain, the transmembrane domain and the cytoplasmic part of the receptor), which was amplified by PCR from p409-IL-12Rβ1^18^, into expression vector pcDNA3.1-G_VHH_-IL-23R, where the coding sequence for IL-23R was removed. pcDNA3.1-C_VHH_-IL-23R expression vector was generated by fusion of coding sequences for human IL-11R signal peptide (Q14626, aa 1-24) followed by sequences for Flag-tag (DYKDDDDK), mCherry-nanobody (C_VHH_)^14^ and murine IL-23R (Q8K4B4) comprising amino acids A358 to K644 (representing 17 aa of the extracellular domain, the transmembrane domain and the cytoplasmic part of the receptor). To combine cDNAs coding for C_VHH_-IL-23R and G_VHH_-IL-12Rβ1 in one open reading frame, cDNAs coding for both SyCyRs were amplified by PCR and cloned into pMK-FUSIO coding for the self-processing 2A-peptide^4, 45^. The cDNA coding for IL-23R-ΔSTAT (Δ503) was amplified by PCR from pcDNA3.1-IL-23R-ΔSTAT (Δ503)^18^ and inserted into pcDNA3.1-G_VHH_-IL-23R, where the sequence for IL-23R was removed. Accordingly, cDNAs coding for ΔJAK-A (IL-23R-Δ403–417), ΔJAK-B (IL-23R-Δ455–479), and ΔJAK-C (IL-23R-Δ403-479) were amplified by PCR from p409-IL-23R-Δ403–417, -IL-23R-Δ455–479, and -IL-23R-Δ403-479^20^ containing 16 aa of the extracellular domain, the transmembrane domain and the shortened cytoplasmic part of the receptor and inserted into pcDNA3.1-C_VHH_-IL-23R, where the coding sequence for IL-23R was removed. p409-gp130 (chemically synthesized by GeneArt, Thermo Fisher Scientific, Waltham, MA, USA) was digested by *Eco*RI, *Not*I and ligated in pcDNA3.1-G_VHH_-IL-23R, which was digested by the same enzymes to generate pcDNA3.1-G_VHH_-gp130 containing 16 aa of the extracellular domain, the transmembrane domain and the intracellular domain of the human receptor. cDNA coding for gp130-ΔSTAT was amplified by PCR (aa 1–758) and ligated to the same vector mentioned before. The expression cassette for 3xGFP was obtained from pmEGFP-13 (Addgene, Cambridge, MA, USA)^46^ and inserted into pcDNA3.1 expression vector containing the IL-11R signal peptide and an N-terminal Flag-tag (DYKDDDDK). To generate pcDNA3.1-2xGFP-mCherry, one GFP from pcDNA3.1-3xGFP was removed and replaced with mCherry from pcDNA3.1-mCherry. To create single GFP, the cDNA coding for GFP was amplified by PCR from pcDNA3.1-2xGFP-mCherry and inserted into the pcDNA3.1 expression vector. To create pcDNA3.1-GFP-mCherry, cDNA coding for mCherry was inserted into pcDNA3.1-GFP. For retroviral transduction of Ba/F3-gp130 cells two retroviral plasmids with different resistance genes, pMOWS-puro^43^ coding for puromycin resistance and pMOWS-hygro^4^ for hygromycin B resistance, have been used. Expression cassettes coding for G_VHH_-IL-23R, C_VHH_-IL-23R-2A-G_VHH_-IL-12Rβ1(SyCyR(IL-23/2A)), C_VHH_-IL-23R, C_VHH_-IL-23R-ΔJAK-A (Δ403–417), C_VHH_-IL-23R-ΔJAK-B (Δ455–479), C_VHH_-IL-23R-ΔJAK-C (Δ403-479), and G_VHH_-gp130 were inserted into pMOWS-puro, whereas those for G_VHH_-IL-12Rβ1, G_VHH_-IL-23R-ΔSTAT (Δ503) and G_VHH_-gp130-ΔSTAT were inserted into pMOWS-hygro. All generated expression plasmids have been verified by sequencing.

### Transfection and selection of cells

Transfection of U4C and CHO-K1 cells with indicated plasmids was performed using TurboFect™ (Thermo Fisher Scientific, Waltham, MA, USA). Ba/F3-gp130 cells were retrovirally transduced with the pMOWS expression plasmids coding for the various synthetic receptor variants^18^. Transduced cells were grown in standard DMEM medium as described above supplemented with 10 ng/ml HIL-6. Selection of transduced Ba/F3 cells was performed with puromycin (1.5 µg/ml) or hygromycin B (1 mg/ml) (Carl Roth, Karlsruhe, Germany) or both for at least 2 weeks. Afterwards, HIL-6 was washed away and the generated Ba/F3-gp130 cell lines were selected for GFP:mCherry-dependent growth and analyzed for receptor cell surface expression. Stable transfected CHO-K1 cells secreting GFP:mCherry proteins were selected with 1.125 mg/ml G-418 sulfate (Genaxxon, Biosciences, Ulm, Germany). High-expressing cell clones were identified by western blotting.

### Expression and purification of G_VHH_-C_VHH_ from *E.coli*

The cDNA coding for the bispecific antibody G_VHH_-C_VHH_ was generated and subcloned in pet23a. The resulting bispecific antibody sequence was flanked by an N-terminal PelB leader sequence for periplasmic expression and a 3' hexahistidine sequence for purification. Proteins were expressed in the *E.coli* strain BL21-Rosetta. Bacteria were incubated in 2 l LB-media containing ampicillin 1:1000 (100 µg/ml) and chloramphenicol 1:1000 (34 µg/ml) at 37 °C, until optical density reached 0.6–0.9. Then 1 mM IPTG was added. Bacteria were harvested by centrifugation (5000 × *g*, 30 min, 4 °C) 4 h after IPTG induction. A cOmplete protease inhibitor tablet (Roche, Mannheim, Germany) was added and supernatant was filtered through a 0.45 µm bottle top filter. Proteins were purified via IMAC chromatography and eluted with 500 mM imidazole.

### Cell viability assay

To remove the cytokines, Ba/F3-gp130 cell lines were washed three times with sterile PBS. In all, 5 × 10^3^ cells were suspended in DMEM supplemented with 10% FCS, 60 mg/l penicillin and 100 mg/l streptomycin and cultured for 3 days in a final volume of 100 μl with or without cytokines/fluorescent proteins as indicated. The CellTiter-Blue Cell Viability Assay (Promega, Karlsruhe, Germany) was used to estimate the number of viable cells by recording the fluorescence (excitation 560 nm, emission 590 nm) using the Infinite M200 PRO plate reader (Tecan, Crailsheim, Germany) immediately after adding 20 μl of reagent per well (time point 0) and up to 2 h after incubation under standard cell culture conditions. All of the values were measured in triplicate per experiment. Fluorescence values were normalized by subtraction of time point 0 values.

### Stimulation assays

For analysis of STAT3, ERK1/2 and AKT, JAK1, JAK2, and TYK2 activation Ba/F3-gp130 cell lines expressing various SyCyR variants were washed three times with sterile PBS and incubated in serum-free DMEM for at least 2 h. Cells were stimulated with conditioned supernatants of GFP:mCherry fusion proteins as indicated, harvested, frozen in liquid nitrogen, and lysed. Protein concentration of cell lysates was determined by BCA Protein Assay (Pierce, Thermo Fisher Scientific,Waltham, MA, USA). Analysis of STAT3, ERK1/2, AKT, JAK1, JAK2, and TYK2 activation, SOCS3 and β-actin expression was done by immunoblotting using 25–75 μg proteins from total cell lysates and detection with phospho-STAT3 (Tyr705) (D3A7) (1:1000, cat. #9145), phospho-ERK1/2 (Thr-202/Tyr-204) (D13.14.4E) (1:1000, cat. #4370), phospho-AKT (Ser473) (D9E) (1:000, cat. #4060), phospho-JAK1 (Tyr1022/1023) (1:000, cat. #3331), phospho-JAK2 (Tyr1007/1008) (1:1000, cat. #3771), phospho-TYK2 (Tyr1054/1055) (1:000, cat. #9321), SOCS3 (C204) (1:500, cat. JP18391) and β-actin (C4) (1:500, cat. sc-47778) mAbs.

### Western blotting

Defined amounts of proteins from cell lysates were loaded per lane, separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis under reducing conditions and transferred to polyvinylidene fluoride (PVDF) membranes (Carl Roth, Karlsruhe, Germany). The membranes were blocked in 5% fat-free dried skimmed milk (Carl Roth, Karlsruhe, Germany) in TBS-T (10 mM Tris-HCl (Carl Roth, Karlsruhe, Germany) pH 7.6, 150 mM NaCl (AppliChem, Darmstadt, Germany), 1% Tween 20 (Sigma Aldrich, Munich, Germany)) and probed with the indicated primary antibodies in 5% fat-free dried skimmed milk in TBS-T (STAT3 (124H6) (1:1000, cat. #9139), γ-tubulin (1:5000, cat. T5326), GFP (4B10) (1:000, cat. #2955) mAbs) or 5% BSA (Carl Roth, Karlsruhe, Germany) in TBS-T (phospho-STAT3 (Tyr705) (D3A7) (1:1000, cat. #9145), phospho-ERK1/2 (Thr-202/Tyr-204) (D13.14.4E) (1:1000, cat. #4370), ERK1/2 (1:1000, cat. #9102), phospho-AKT (Ser473) (D9E) (1:000, cat. #4060), AKT (1:1000, cat. #9272S), myc (71D10), (1:1000, cat. #2278) and Flag (DYKDDDDK) (1:1000, cat. F7425), SOCS3 (C204) (1:500, cat. JP18391), phospho-JAK1 (Tyr1022/1023) (1:000, cat. #3331), JAK1 (6G4) (1:1000, cat. #3344S), phospho-JAK2 (Tyr1007/1008) (1:1000, cat. #3771), JAK2 (D2E12) (1:000, cat. #3230), phospho-TYK2 (Tyr1054/1055) (1:000, cat. #9321), TYK2 (1:000, cat. #9312) and β-actin (C4) (1:500, cat. sc-47778) mAbs) at 4 °C overnight. After washing, the membranes were incubated with secondary peroxidase-conjugated antibodies (Thermo Fisher Scientific, Waltham, MA, USA, cat. 31462, cat. 31451) 1:2500 diluted in 5% fat-free dried skimmed milk in TBS-T for 1 h at room temperature. PageRuler Prestained Protein Ladder (Thermo Fisher Scientific, Waltham, MA, USA, cat. #26616) was used as MW Marker. The Immobilon™ Western Chemiluminescent HRP Substrate (Merck Chemicals GmbH, Darmstadt, Germany) and the ChemoCam Imager (INTAS Science Imaging Instruments GmbH, Göttingen, Germany) were used for signal detection. For re-probing with another primary antibody, the membranes were stripped in 62.5 mM Tris-HCl (Carl Roth, Karlsruhe, Germany) pH 6.8, 2% SDS (Carl Roth, Karlsruhe, Germany) and 0.1% β-mercaptoethanol (Sigma Aldrich, Munich, Germany) for 30 min at 60 °C and blocked again.

The band intensities of the western blots (Fig. 4f) were quantified using ImageJ software. Uncropped images of western blots are presented in Supplementary Fig. 13.

### Cell surface detection of cytokine receptors

To detect cell surface expression of the synthetic cytokine receptors, stably transduced Ba/F3-gp130 cells were washed with FACS buffer (PBS containing 1% BSA) and incubated at 5 × 10^5^ cells/100 μl FACS buffer supplemented with a 1:100 dilution of anti-myc (71D10), (cat. #2278) or 1.2 µg anti-Flag (DYKDDDDK) (cat. F7425) mAbs for 1 h on ice. After a single wash with FACS buffer, cells were incubated in 100 μl FACS buffer containing a 1:100 dilution of Alexa Fluor 488 conjugated Fab goat anti-rabbit IgG (cat. A11070) for 1 h on ice. Finally, cells were washed once with FACS buffer, suspended in 500 μl FACS buffer and analyzed by flow cytometry (BD FACSCanto II flow cytometer, BD Biosciences, San Jose, CA, USA). Data was evaluated using the FCS Express 4 Flow software (De Novo Software, Los Angeles, CA, USA).

### Microarray analysis

Ba/F3-gp130 cells were grown in DMEM high-glucose culture medium supplemented with 10% fetal calf serum (GIBCO®, Life Technologies, Darmstadt, Germany), 60 mg/l penicillin and 100 mg/l streptomycin (Genaxxon Bioscience GmbH, Ulm, Germany) at 37 °C with 5% CO_2_ in a water saturated atmosphere. In all, 10 ng/ml of conditioned cell culture medium from a stable CHO-K1 clone secreting Hyper-IL-6 (stock solution approx. 5 µg/ml as determined by ELISA) were used to supplement the growth medium. 

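Of the 3 lines made from Ba/F3-gp130 cells, Ba/F3-IL-12Rβ1-IL-23R carried far more signal of both receptor genes than the parental line, and the SyCyR lines did not. Il23r encodes the receptor chain specific to IL-23, and Il12rb1 the chain that IL-23 shares with IL-12. The median log2 value of Il23r was 13.21 (13.17 to 13.33, n = 8 arrays) in Ba/F3-IL-12Rβ1-IL-23R and 6.60 (6.41 to 6.78, n = 8) in Ba/F3-gp130. The difference of 6.63 (SE 0.08, adjusted p = 6.3e-36 from limma) corresponds to an at least 98.8-fold higher signal. It is a lower bound because the values of Ba/F3-gp130 lie under 7.04, the median of all probe set means, and are not shown to be above background. Il12rb1 had medians of 12.52 (12.34 to 12.69) and 8.07 (7.84 to 8.16), a difference of 4.47 (SE 0.06, adjusted p = 1e-33) or 22.2-fold. In Ba/F3-SyCyR(IL-23/2A) the median of Il23r was 6.30 (6.02 to 6.67), and its difference from Ba/F3-gp130 was -0.27 (adjusted p = 0.032). For Ba/F3-SyCyR(IL-23R) it was 6.32 (5.95 to 6.59), with a difference of -0.28 (adjusted p = 0.012). Both differences were under the 1.5-fold limit. For Il12rb1 the differences of the 2 SyCyR lines were 0.15 (adjusted p = 0.18) and 0.13 (adjusted p = 0.2). Il6st, which encodes murine gp130, had medians of 5.93 in Ba/F3-gp130, 5.92 in Ba/F3-IL-12Rβ1-IL-23R, 5.92 in Ba/F3-SyCyR(IL-23/2A) and 5.89 in Ba/F3-SyCyR(IL-23R). All lie under 7.04 and are not shown to be above background. Whether the probes match the transduced human gp130 was not analysed, so the values show no level of it.

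The SyCyRs keep the C-terminal 44.6% of the amino acids of murine IL-23R, and SyCyR(IL-23/2A) also keeps the C-terminal 25.5% of IL-12Rβ1. Which part of each transcript the probes match was not analysed here, so the values show no level of the synthetic receptors.

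**Figure D1:**
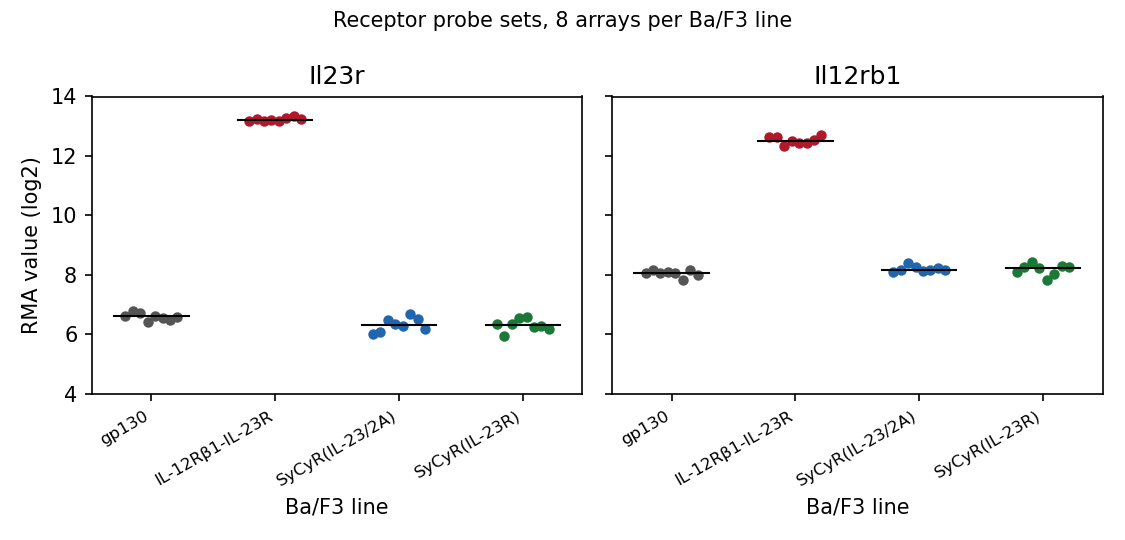
RMA values (log2) of the Il23r and Il12rb1 probe sets in the 4 Ba/F3 lines. Each point is 1 of 8 arrays, the bar is the median, and the values of Il23r in the IL-12Rβ1-IL-23R line lie between 13.17 and 13.33.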

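Apart from the receptors, Ba/F3-IL-12Rβ1-IL-23R cells had lost nearly all signal of Csf2rb, the common β chain of the IL-3 and GM-CSF receptors, and their genes on chromosome 16 were lower as a group. In Ba/F3-SyCyR(IL-23R) cells some of the NF-κB response genes, among them Ccl3, were higher. At an adjusted p under 0.05 from limma and at least 1.5-fold, 383 probe sets were higher and 298 lower in Ba/F3-IL-12Rβ1-IL-23R than in Ba/F3-gp130. In Ba/F3-SyCyR(IL-23/2A) 85 were higher and 46 lower, and in Ba/F3-SyCyR(IL-23R) 203 were higher and 152 lower. These counts cover the probe sets with a symbol, and among those without one lower calls prevailed. Of the 12146 without a symbol, tested together with the others, 52 were higher and 314 lower in Ba/F3-IL-12Rβ1-IL-23R. In Ba/F3-SyCyR(IL-23/2A) it was 20 and 486, and in Ba/F3-SyCyR(IL-23R) 43 and 1185.

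In the next paragraphs a fold change given as "at least" is a lower bound. The dimmer line of each such gene had a median under 7.04, the median of all probe set means, and is not shown to be above background. Log2 differences given alone can be lower bounds too, as for Tfec, with a median of 5.93 in Ba/F3-gp130. In Ba/F3-IL-12Rβ1-IL-23R cells Csf2rb was at least 64.9-fold lower (log2 difference -6.02, SE 0.10, adjusted p = 5.8e-32 from limma). Its near-identical paralog Csf2rb2 had a difference of -3.40, and the α chain gene Il3ra one of 0.03, which did not pass the test. Klhl6, which acts in B cell receptor signaling, was at least 51.5-fold lower (log2 difference -5.69, SE 0.09, adjusted p = 2.6e-33 from limma). F13a1, which encodes the A chain of coagulation factor XIII, was at least 111-fold higher (log2 difference 6.80, SE 0.09, adjusted p = 1.4e-35 from limma). Aldh1a1, an enzyme of retinoic acid synthesis, and the cathepsin gene Ctsj were higher by 4.86 and 4.79. Of 18 measured interferon response genes, listed before the data were examined, 6 were higher and none lower (6 higher when adjusted over the list alone). They included Oas2 (1.44), Ifit2 (0.96) and Irf7 (0.74). Of 15 granulocyte and macrophage markers, Mpo (-2.54) and Ctsg (-1.28) were lower, 2 also when adjusted over the list alone. In Ba/F3-gp130 the arrays 17 and 18 were the lowest for both genes. Their Ctsg values, 5.97 and 6.09, lie within the 5.40 to 6.12 of Ba/F3-IL-12Rβ1-IL-23R, and the others ran from 6.93 to 7.92. For Mpo the lowest Ba/F3-gp130 value, 8.72, was above the 6.34 to 7.70 of Ba/F3-IL-12Rβ1-IL-23R. Of 28 JAK-STAT receptors and components, 3 were higher and 3 lower (5 and 3 when adjusted over the list alone). Besides the genes named above these were Socs1 (0.76) and Il12rb2 (-1.28). Of 19 pro-B cell markers Cd79a (1.01) was higher, and of 13 mast cell and basophil markers Gata2 (-0.68) was lower, each also when adjusted over the list alone (1 and 1).

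The chromosome pattern was noticed after the values had been seen. Over the 334 genes of chromosome 16 with a mean signal above the median of all probe sets, the median log2 difference of Ba/F3-IL-12Rβ1-IL-23R from Ba/F3-gp130 was -0.41, and 87.4% of these genes were lower. The medians of the 19 other chromosomes lay between -0.04 and 0.03. One value per array, the median deviation of the chromosome 16 genes from their means, lay between -0.42 and -0.22 in the 8 arrays of this line and between 0.08 and 0.16 in the 8 of Ba/F3-gp130 (two-sided exact permutation test, p = 0.00016, adjusted p = 0.0078 over 100 tests, the smallest p these arrays allow being 0.00016). Of the 275 genes called lower in this line and placed on a chromosome, 63 lie on chromosome 16, or 22.9%, whereas 3.3% of the genes placed lie there. Klhl6 is one of them, and it was lower in Ba/F3-SyCyR(IL-23R) as well, with a log2 difference of -1.14. With dim genes included, the median of chromosome 16 was -0.05.

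**Figure D2:**
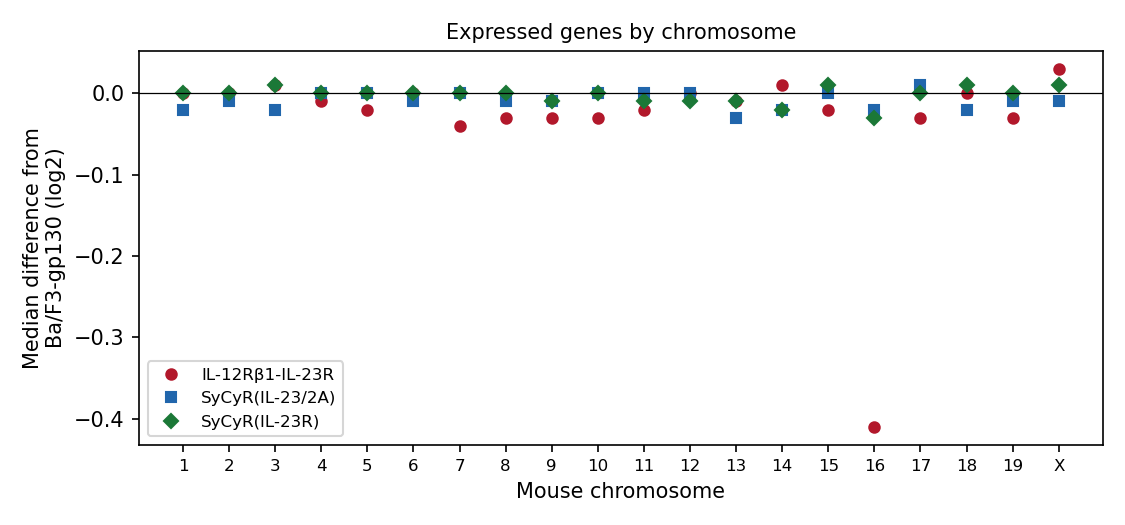
Median log2 difference from Ba/F3-gp130 of the expressed genes of each mouse chromosome, for the 3 receptor lines (8 arrays per line). Chromosome 16 in the IL-12Rβ1-IL-23R line is at -0.41, and its other chromosomes lie between -0.04 and 0.03.

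In Ba/F3-SyCyR(IL-23R) cells 6 of 15 NF-κB response genes were higher and none lower (6 higher when adjusted over the list alone). They included Ccl3 (4.40), which encodes a chemokine, Tnf (1.41), Nfkbia (1.33), which encodes the inhibitor IκBα, and Ccl4 (1.24). Of 29 ERK immediate early and feedback genes 7 were higher (8 when adjusted over the list alone). Among them were Ier3 (1.78), Dusp6 (1.08) and Fosl1 (1.05). Ier3, which the paper names from these arrays, had similar differences in Ba/F3-IL-12Rβ1-IL-23R (1.77) and Ba/F3-SyCyR(IL-23/2A) (1.86, which did not pass the test). Of 15 granulocyte and macrophage markers Itgam (1.86), Lyz2 (1.43) and Ctsg (1.33) were higher and Mpo (-1.89) lower, 3 and 1 also when adjusted over the list alone. The arrays 17 and 18 were the 2 lowest of this line for Itgam, Ctsg and Mpo, and of Ba/F3-gp130 for Ctsg and Mpo. For Ctsg they had 7.33 and 7.40 in this line, beside 8.34 to 9.61 in the other 6, and 5.97 and 6.09 in Ba/F3-gp130, beside 6.93 to 7.92. Of 23 glycolysis and hypoxia genes 3 were higher, Hk2 (1.16), Slc2a1 (1.01) and Bnip3 (0.66), and 3 when adjusted over the list alone. Rgs1, a regulator of G protein signaling, was at least 18.8-fold higher (log2 difference 4.24, SE 0.24, adjusted p = 3.5e-15 from limma), and the transcription factor gene Tfec was higher by 3.22. Both were also higher in Ba/F3-IL-12Rβ1-IL-23R (3.90 and 2.65). Wfikkn2, which encodes a protease inhibitor domain protein, was at least 12.3-fold lower (log2 difference -3.63, SE 0.08, adjusted p = 2.2e-26).

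Ba/F3-SyCyR(IL-23/2A) cells differed least by count. 3830403N18Rik was at least 10.6-fold higher (log2 difference 3.40, SE 0.17, adjusted p = 3.2e-16 from limma), and it was also higher in Ba/F3-SyCyR(IL-23R) (3.14) and Ba/F3-IL-12Rβ1-IL-23R (3.93). Akr1e1, an aldo-keto reductase gene, was at least 6.98-fold lower (log2 difference -2.80, SE 0.09, adjusted p = 1.5e-22), and it was lower in Ba/F3-IL-12Rβ1-IL-23R too (-2.75) but higher in Ba/F3-SyCyR(IL-23R) (0.82). Tspan8 (2.13), the chemokine receptor gene Cxcr2 (1.80) and the myeloid lectin gene Clec5a (1.80) were higher, and Serpini1 (-1.86) was lower. The first 3 were also higher in Ba/F3-SyCyR(IL-23R) (1.87, 1.71 and 1.99), and in Ba/F3-IL-12Rβ1-IL-23R Tspan8 was higher (4.14) and Cxcr2 lower (-0.92). No NF-κB or interferon response gene was called by limma in this line. Adjusted over the list alone there were 0 in each, and at an unadjusted p under 0.05, 4 of 15 and 6 of 18 were higher.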

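The receptor lines also differed from one another, among others in the common β chain gene Csf2rb and in interferon response genes. At an adjusted p under 0.05 from limma and at least 1.5-fold, 273 probe sets were higher and 341 lower in Ba/F3-SyCyR(IL-23/2A) than in Ba/F3-IL-12Rβ1-IL-23R. In Ba/F3-SyCyR(IL-23R) 157 were higher and 88 lower than in Ba/F3-SyCyR(IL-23/2A). Among probe sets without a symbol, 35 were higher and 112 lower in the first comparison, and 15 and 86 in the second. Lcn2, which encodes the iron-binding protein lipocalin, was higher by 4.75 in Ba/F3-SyCyR(IL-23/2A) than in Ba/F3-IL-12Rβ1-IL-23R, and Csf2rb was higher by 6.08. Of 18 interferon response genes 5 were lower and none higher (5 lower when adjusted over the list alone), with Oas2 at -1.47 and Ifit2 at -0.92. Of 15 granulocyte and macrophage markers Mpo (2.09) and Ctsg (1.63) were higher (2 when adjusted over the list alone). The median difference of the 334 chromosome 16 genes was 0.38 (two-sided exact permutation test over 8 and 8 arrays, adjusted p = 0.0078). Of 22 genes that the paper names from these arrays, 1 was called, Mc5r (0.72), and 1 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. Ba/F3-SyCyR(IL-23R) exceeded Ba/F3-SyCyR(IL-23/2A) in 4 of 15 NF-κB response genes (4 when adjusted over the list alone), with Ccl3 at 4.02. It also did so in 5 of 29 ERK immediate early and feedback genes (5 when adjusted over the list alone), with Dusp6 at 0.80. Cell type markers moved as well, with 3 of 15 granulocyte and macrophage markers higher and 1 lower (3 and 1 when adjusted over the list alone). Of 19 pro-B cell markers 1 was lower, and of 13 mast cell and basophil markers 1 was higher (1 each when adjusted over the list alone). Stat4, a transcription factor of IL-12 signaling, was higher by 1.14.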

Ba/F3-gp130 cells were stable transduced with different receptor complexes (IL-12Rβ1-IL-23R, C_VHH_-IL-23R-2A-G_VHH_-IL-12Rβ1(SyCyR(IL-23/2A)) or G_VHH_-IL-23R (SyCyR(IL-23R))), independently selected and cultivated for several weeks. Subsequently, Ba/F3-gp130 cell lines were washed four times with sterile PBS and incubated in serum-free DMEM for 3 h. Equal numbers of cells (2 × 10^6^) were stimulated with 100 ng/ml HIL-23, GFP-mCherry or 3xGFP for 1 h at 37 °C, independently. Stimulation with cell culture supernatant from untransfected CHO-K1 cells was used as control. Total RNA extraction of four independent biological replicates was made with RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA quality was evaluated using an Agilent 2100 Bioanalyzer and only high-quality RNA (RIN > 8) was used for microarray analysis. For this, total RNA (150 ng) was processed using the Ambion WT Expression Kit and the WT Terminal Labeling Kit (Thermo Fisher Scientific, Waltham, MA, USA) and hybridized on Affymetrix Mouse Gene ST 1.0 arrays containing about 28,000 probe sets. Staining and scanning were done according to the Affymetrix expression protocol. Expression console (Affymetrix, Freiburg, Germany) was used for quality control and to obtain annotated normalized RMA gene-level data (standard settings including sketch-quantile normalization). Statistical analyses were performed by utilizing the statistical programming environment R (R Development Core Team^47^) implemented in CARMAweb^48^ (1.5-fold, *p*-value ≤ 0.01). Data were analyzed pairwise, Ba/F3-SyCyR(IL-23/2A) cells stimulated with vs. without 100 ng/ml GFP-mCherry and Ba/F3-IL-12Rβ1-IL-23R cells stimulated with vs. without 100 ng/ml HIL-23 and Ba/F3-SyCyR(IL-23R) cells stimulated with vs. without 100 ng/ml 3xGFP .

GO term and pathway enrichment analyses (*p* < 0.01 of enrichment) of differential abundant transcripts (1.5-fold, *p*-value ≤ 0.01) were done with Ingenuity software (Qiagen, Hilden, Germany). Gene expression raw data are available at GEO (accession number GSE101569).

### Animals

C57BL/6 mice (Janvier Labs) were obtained from the animal facility of the University of Düsseldorf. Mice were fed with a standard laboratory diet and given autoclaved tap water ad libitum. They were kept in an air-conditioned room with controlled temperature (20–24 °C), humidity (45–65%), and day/night cycle (12 h light, 12 h dark). Mice were acclimatized for 1 week before entering the study. All procedures were performed in accordance with the national guidelines for animal care and were approved by the local Research Board for animal experimentation (LANUV, State Agency for Nature, Environment and Consumer Protection, approval number (Az. 84-02.04.2016.A025)).

### Hydrodynamic-based in vivo gene delivery

Eight-week-old male C57BL/6 mice were transfected via tail vein injection of the plasmids pcDNA3.1*-*G_VHH_-gp130 (2.3 µg/mouse) and/or pcDNA3.1-3xGFP (1.28 µg/mouse) prepared in PBS as described previously^49^. Animals were allocated randomly to the various groups. The studies were sufficiently powered based on power calculation at *α* of 0.05 and *β* of 0.2.

### Gene expression analysis of *Saa1*

RNA was isolated with TRIzol according to the manufacturer’s instructions (Thermo Fisher Scientific, Waltham, MA, USA). Gene expression of *Saa1* (QT00196623, Qiagen, Hilden, Germany) and *Gapdh* (forward: TGCACCACCAACTGCTTAG, reverse: GGATGCAGGGATGATGTTC) were performed using a One-step SYBR Kit. (Bio-Rad Laboratories, Hercules, CA, USA).

### Preparation of liver lysates

Tissue protein extracts from liver were prepared on ice using the lysis buffer (50 mM Tris-HCl (Carl Roth, Karlsruhe, Germany), 150 mM NaCl (AppliChem, Darmstadt, Germany), 2 mM EDTA (Sigma Aldrich, Munich, Germany), 2 mM NaF (Sigma Aldrich, Munich, Germany), 1 mM Na_3_VO_4_ (Sigma Aldrich, Munich, Germany), 1% Nonidet P40 BioChemica (AppliChem, Darmstadt, Germany) 1% Triton X-100 (Sigma Aldrich, Munich, Germany) and cOmplete EDTA-free Protease inhibitor cocktail tablet (Roche Diagnostics, Mannheim, Germany) and analyzed by western blotting. Equal amounts of protein (50 µg/lane) were loaded. Western blotting was scored by an observer blinded to the groups.

### Statistical analysis

Data are presented as mean ± SEM. The Brown–Forsythe test was used to examine homogeneity or equality of variance. For multiple comparisons, one-way ANOVA, followed by Bonferroni post hoc tests, was used (GraphPad Prism 6.0, GraphPad Software Inc., San Diego, CA, USA). Statistical significance was set at the level of *p* < 0.05.

### Data availability

The authors declare that the data supporting the findings of this study are available within the paper and from the authors on request. Gene expression raw data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE101569.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Synthetic cytokine receptors transmit biological signals using artificial ligands
**Source:** Nat Commun. 2018 May 23;9:2034. doi: 10.1038/s41467-018-04454-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1

a

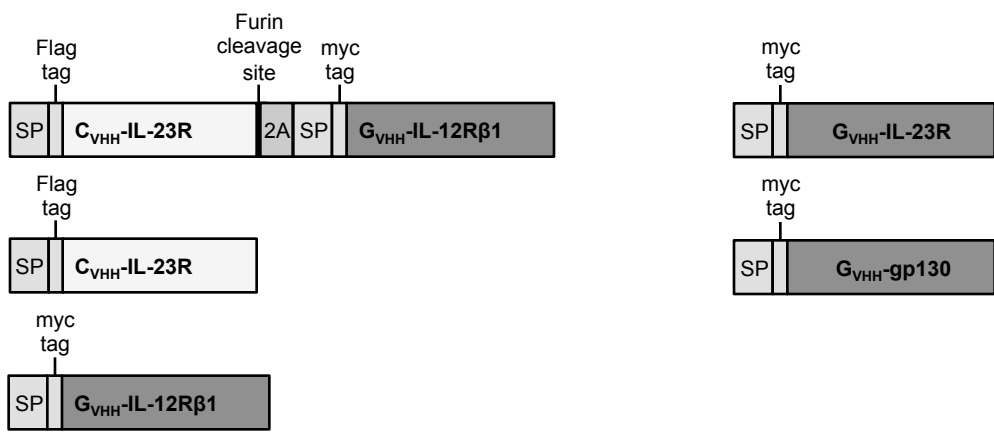

b

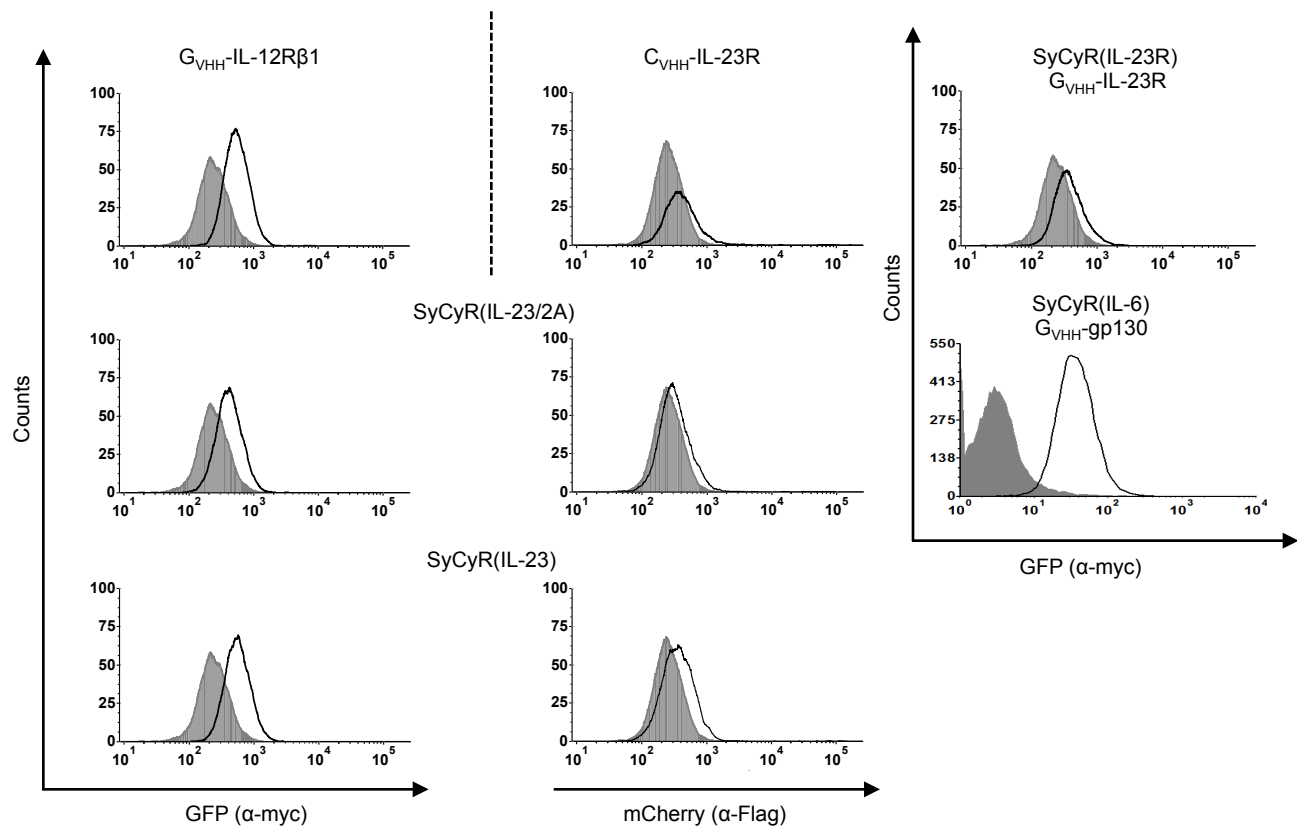

**Supplementary Fig. 1** Expression cassettes and cell surface expression of SyCyRs. **a** The expression cassettes for all SyCyRs consist of a signal peptide from IL-11R followed by a Flag- or myc-tag and the C<sub>VHH</sub> or G<sub>VHH</sub>, 13-17 aa of the extracellular part, the transmembrane and intracellular domains of the cytokine receptor. **b** Cell surface expression of SyCyRs (light solid lines). Indicated are only the transduced SyCyRs in Ba/F3-gp130 cells, detected by myc- or Flag-antibodies. Gray-shaded areas indicate Ba/F3-gp130 cells (negative control).

# Supplementary Figure 2

a

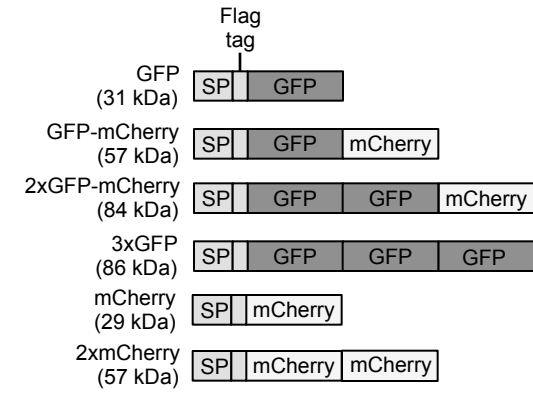

b

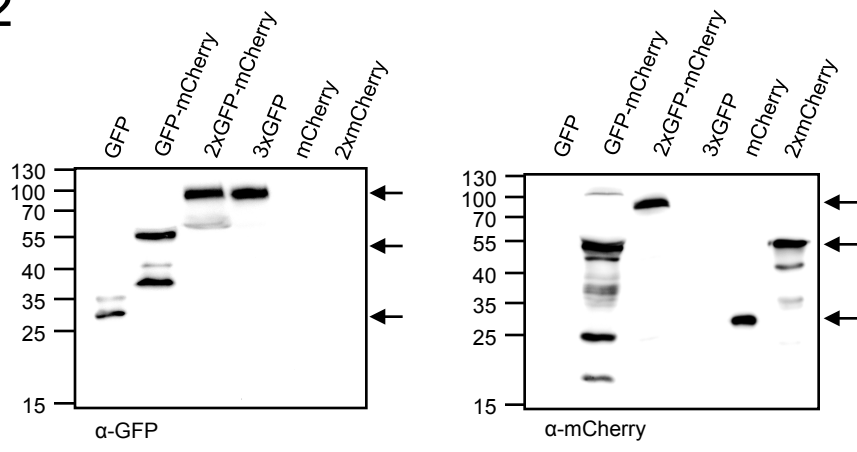

c

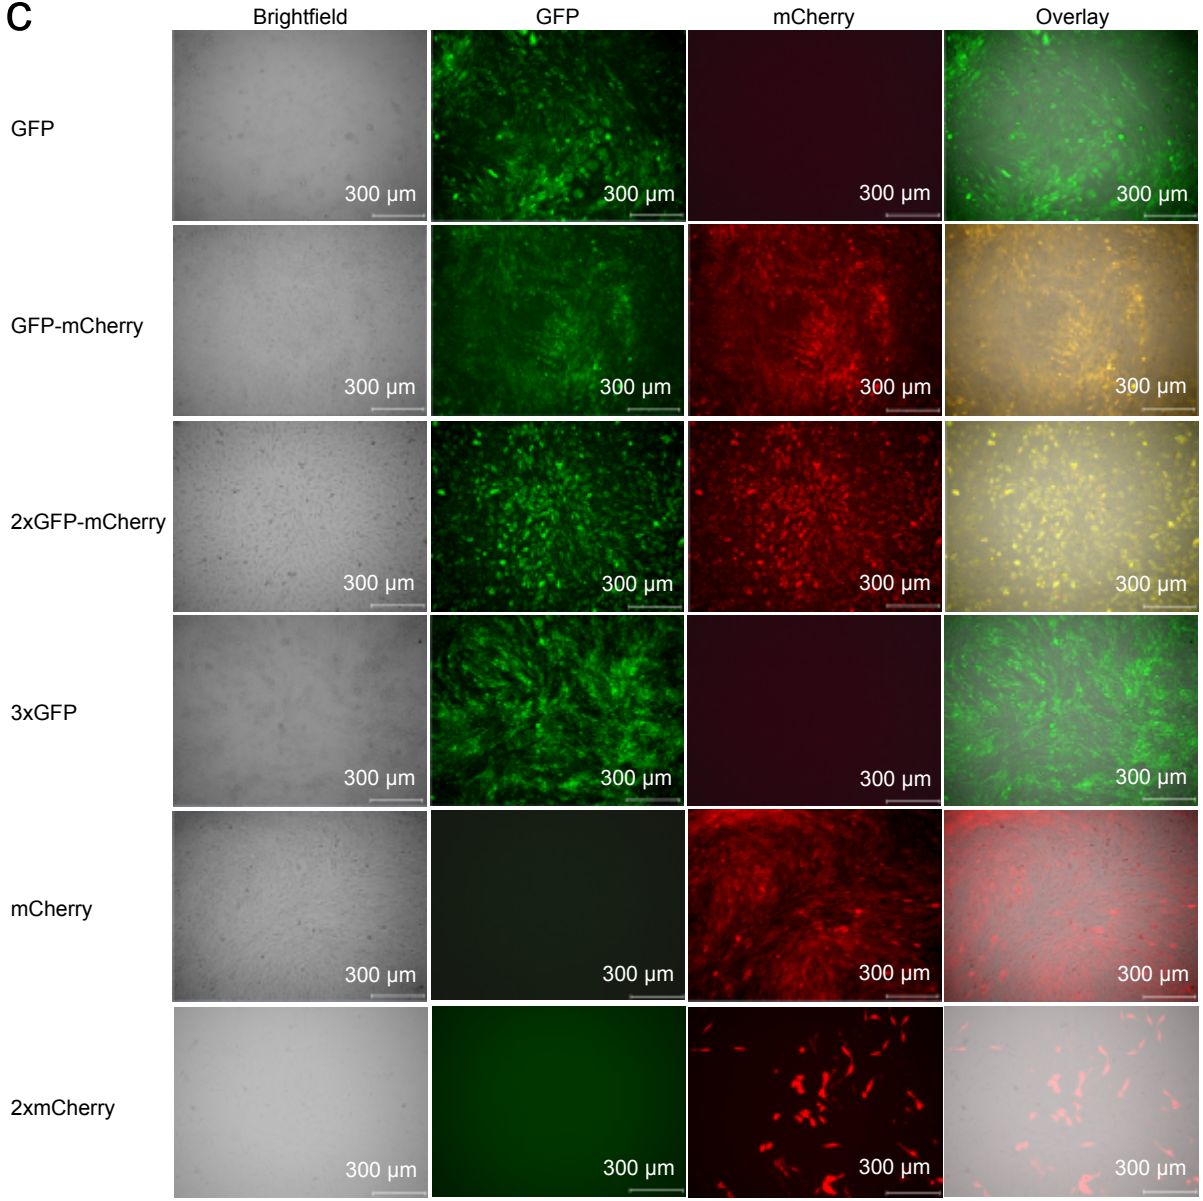

**Supplementary Fig. 2** Expression cassettes and cellular expression of GFP, mCherry and fusions of these. **a** The expression cassettes for GFP, mCherry and fusions thereof consist of a signal peptide from IL-11R followed by a Flag-tag and the GFP or mCherry coding sequences. **b** Western blotting of all GFP, mCherry and fusions thereof secreted from stably transduced CHO-K1 cells using GFP and mCherry mAbs. **c** Stably transduced CHO-K1 cells exhibited green or red fluorescence due to the expression of GFP, mCherry and fusions thereof.

# Supplementary Figure 3

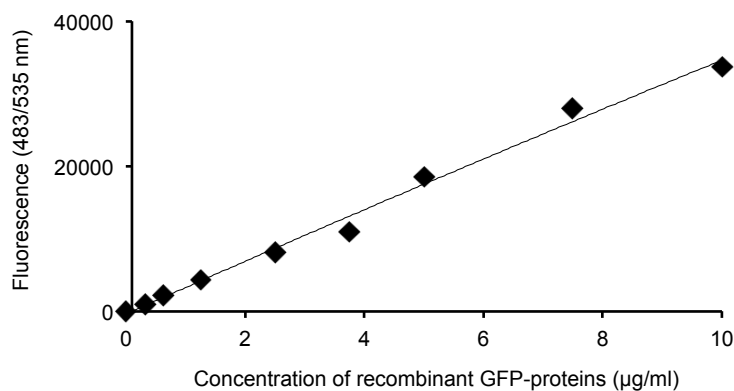

|               | Fluorescence | Concentration (µg/ml) |
|---------------|--------------|-----------------------|
| 3xGFP         | 9427         | 2.71                  |
| 2xGFP-mCherry | 10175        | 2.93                  |
| GFP-mCherry   | 14020        | 4.03                  |
| GFP           | 15281        | 4.39                  |

**Supplementary Fig. 3** Quantification of GFP and GFP:mCherry fusion proteins in cell culture supernatants. Conditioned cell culture supernatants from stably transfected CHO-K1 cells expressing GFP and GFP:mCherry fusion proteins were quantified by fluorescence measurement with an excitation maximum at 483 nm and fluorescence emission at 535 nm. Provided that the fluorescence of GFP and its variants correlates positively with their concentration, recombinant GFP was used to create a calibration curve. Recombinant GFP was diluted from 10 to 0.3 µg/ml in cell culture supernatants from untransfected CHO-K1 cells which were treated the same way as stably transfected CHO-K1 cells. All fluorescence values were measured in duplicate and normalized by subtraction of values of supernatants from untransfected CHO-K1 cells.

# Supplementary Figure 4

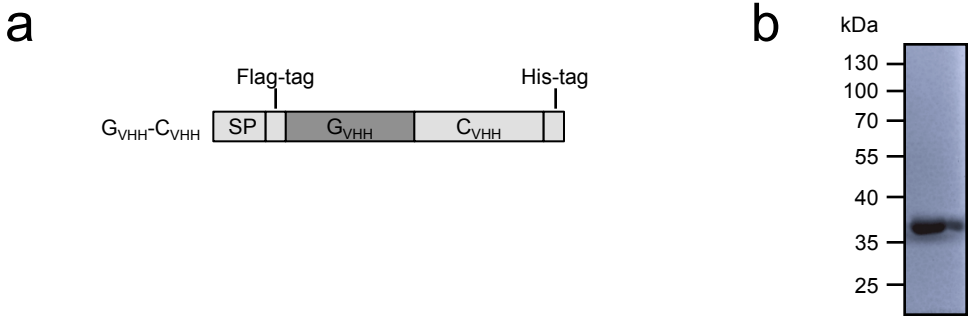

**Supplementary Fig. 4** Recombinant  $G_{VHH}$ - $C_{VHH}$  purified from *E. coli*. **a** The expression cassettes of the  $G_{VHH}$ - $C_{VHH}$  fusion protein consist of a PelB signal peptide followed by a Flag-tag,  $G_{VHH}$ ,  $C_{VHH}$  and a His tag. **b** Purified  $G_{VHH}$ - $C_{VHH}$  (5  $\mu$ g) was separated on a SDS-PAGE gel and stained by Coomassie brilliant blue.

# Supplementary Figure 5

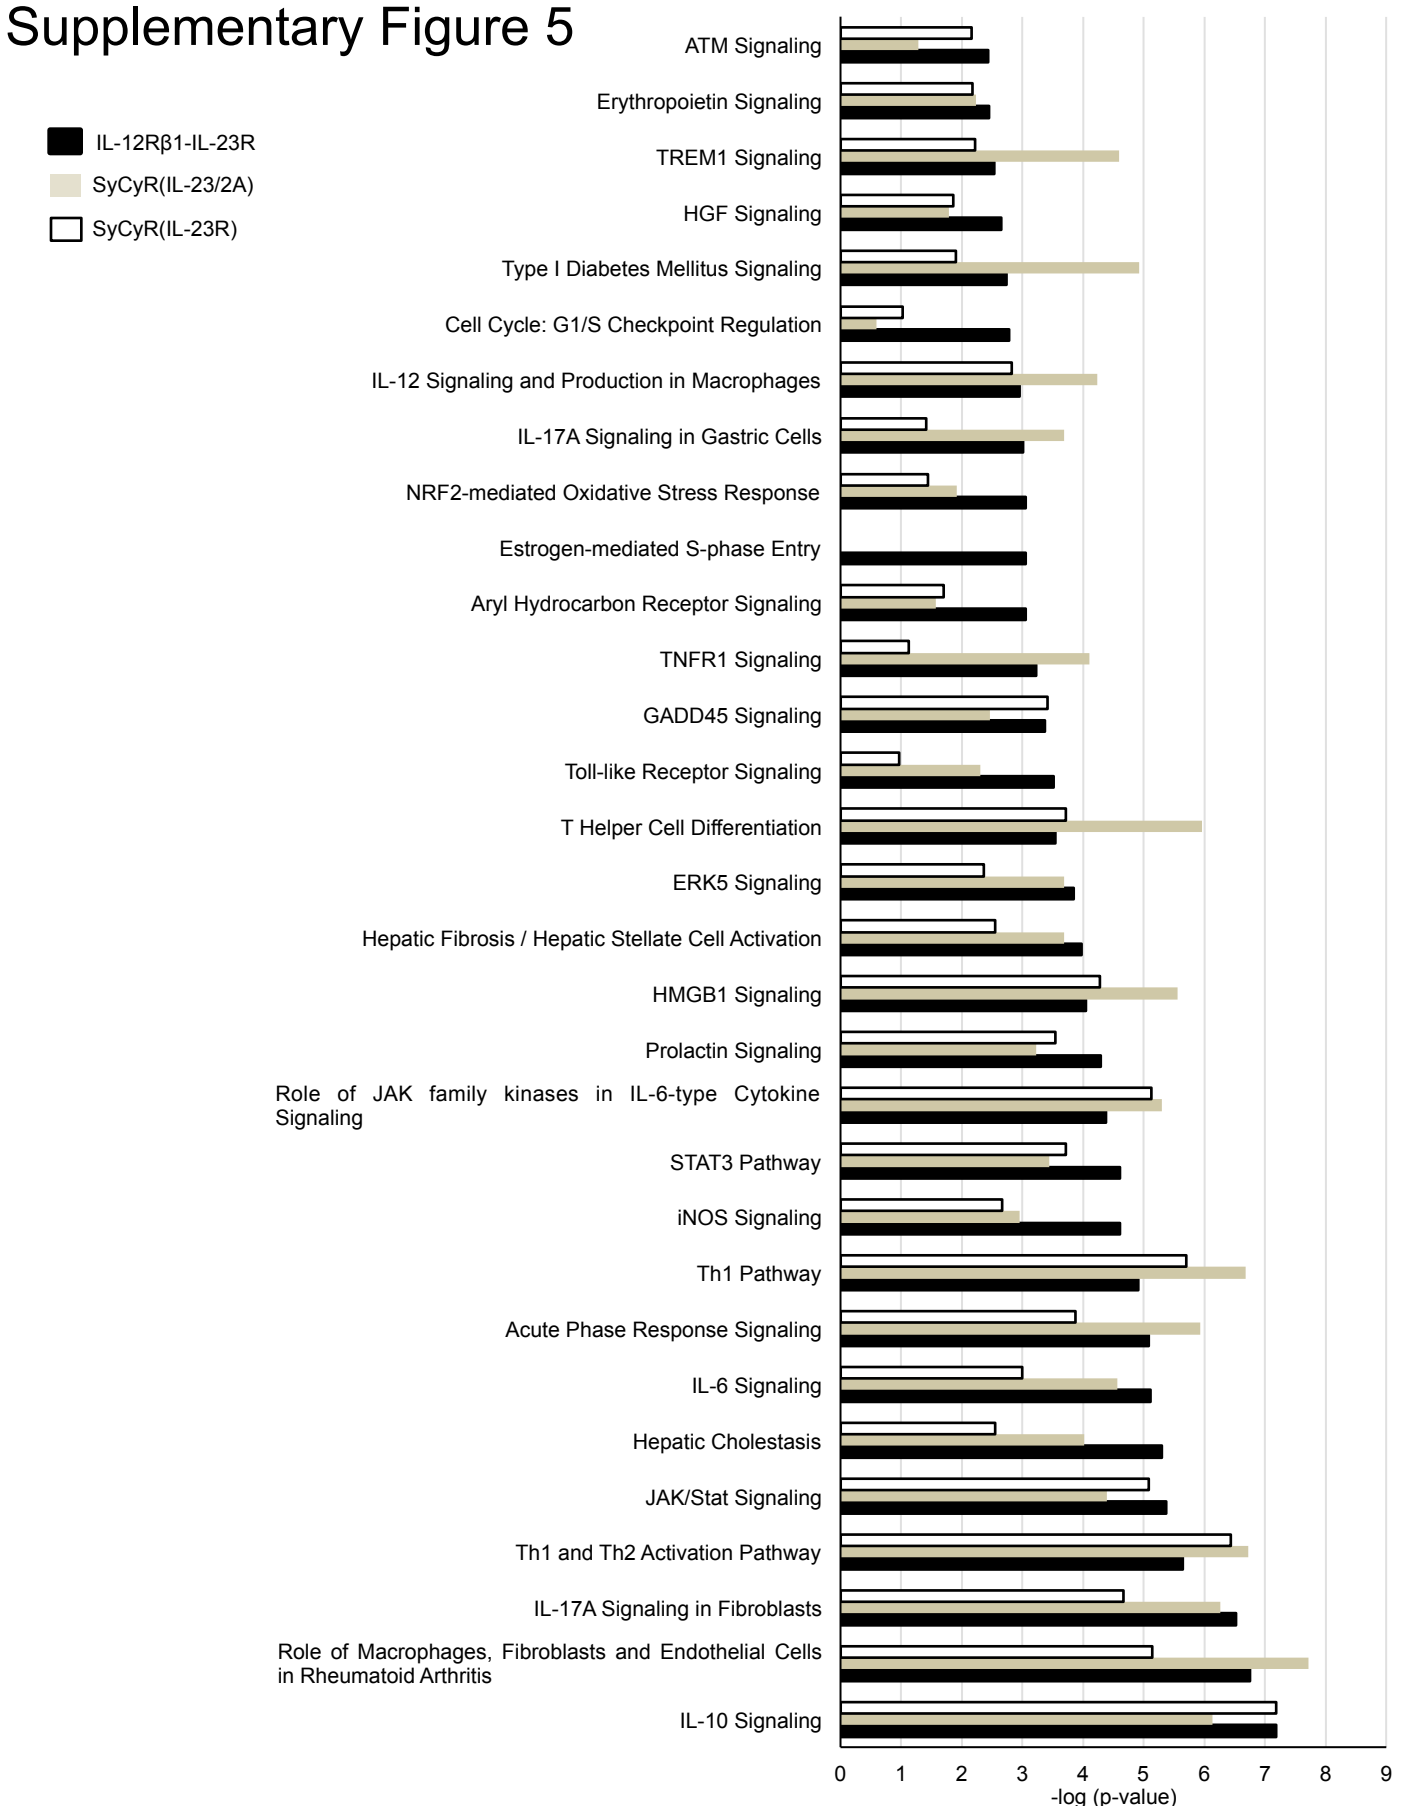

**Supplementary Fig. 5** The top canonical pathways of Ba/F3-IL-12R $\beta$ 1-IL-23R compared to Ba/F3-SyCyR(IL-23/2A) and Ba/F3-SyCyR(IL-23R). The diagram shows if the top 30 canonical pathways of Ba/F3-IL-12R $\beta$ 1-IL-23R could also be identified for Ba/F3-SyCyR(IL-23/2A) and Ba/F3-SyCyR(IL-23R) cells.

# Supplementary Figure 6

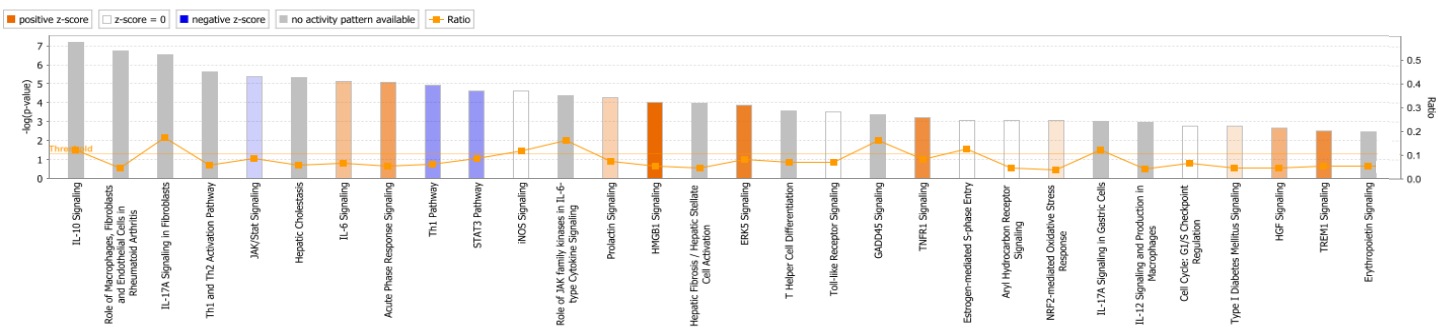

## Molecular and Cellular Function of IL-12Rβ1-IL-23R

| Name                              | P-value             | #Molecules |
|-----------------------------------|---------------------|------------|
| Cellular Development              | 4.10E-06 – 9.80E-20 | 94         |
| Cellular Growth and Proliferation | 4.10E-06 – 9.80E-20 | 87         |
| Cellular Function and Maintenance | 1.11E-06 – 1.33E-19 | 60         |
| Gene Expression                   | 3.54E-06 – 7.10E-17 | 76         |
| Cell Death and Survival           | 4.50E-06 – 1.49E-16 | 81         |

## Top Analysis-Ready Molecules of IL-12Rβ1-IL-23R

Expr. Fold Change up-regulated

| Molecules | Expr. Value |
|-----------|-------------|
| IL-10     | 39.83       |
| Socs3     | 23.73       |
| Osm       | 21.74       |
| ZFP36     | 16.48       |
| EGR2      | 15.25       |
| ADORA3    | 14.41       |
| Gadd45g   | 12.59       |
| IER3      | 12.31       |
| LIF       | 9.70        |
| IL-6      | 9.22        |

**Supplementary Fig. 6** Analysis of pathways and molecular functions of Ba/F3-IL-12Rβ1-IL-23R. The top canonical pathways of Ba/F3-IL-12Rβ1-IL-23R identified by Ingenuity Pathway Analysis (IPA). The table on the left shows the most significant molecular and cellular functions of Ba/F3-IL-12Rβ1-IL-23R identified by IPA. The table on the right shows the top Analysis-Ready Molecules of Ba/F3-IL-12Rβ1-IL-23R identified by IPA.

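The molecules listed for Ba/F3-IL-12Rβ1-IL-23R are genes whose arrays lay far apart within that line. The supplement gives a fold change of stimulated over control cells for each, and the deposited labels do not say which array is which, so the fold changes could not be recomputed. The ratio of the highest to the lowest of the 8 arrays of the line is the largest fold change that any grouping of them can give. For Il10, an anti-inflammatory cytokine, the log2 values ran from 5.34 to 10.85 (median 7.71), a ratio of 45.5, beside the paper's reported value of 39.83. For Socs3, the feedback inhibitor of JAK-STAT signaling, they ran from 8.20 to 13.01 (median 10.60), a ratio of 28, beside the paper's 23.73. This holds for the brighter Socs3 probe set. A dimmer one ran from 7.20 to 10.52, a log2 range of 3.32 beside 4.81, and so sets a lower limit. For Osm, a cytokine of the IL-6 family, they ran from 7.99 to 12.72 (median 10.21), a ratio of 26.7, beside the paper's 21.74. Over the 9 listed genes with a probe set of their own, the reported fold change was between 55.6% of this ratio, for Lif, and 87.5%, for Il10. That it stays under the ratio follows from how the ratio is made. The ratio rests on the highest and the lowest array alone. Taken from the second highest to the second lowest array, the share was 90.7% for Lif, 86.6% for Il6 and 103.6% for Egr2. Adora3 shares its probe set with another gene and was left out.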

# Supplementary Figure 7

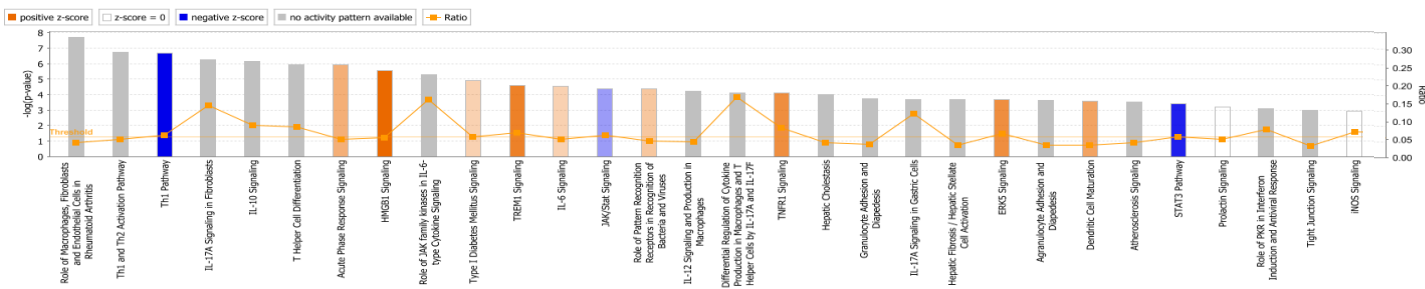

## Molecular and Cellular Function of SyCyR(IL-23/2A)

| Name                              | P-value             | #Molecules |
|-----------------------------------|---------------------|------------|
| Cellular Development              | 2.90E-06 – 2.88E-24 | 71         |
| Cellular Growth and Proliferation | 2.03E-06 – 2.88E-24 | 67         |
| Cellular Function and Maintenance | 1.62E-06 – 4.07E-23 | 48         |
| Cell Death and Survival           | 3.07E-06 – 8.67E-17 | 61         |
| Gene Expression                   | 3.06E-06 – 5.04E-15 | 51         |

## Top Analysis-Ready Molecules of SyCyR(IL-23/2A)

Expr. Fold Change up-regulated

| Molecules | Expr. Value |
|-----------|-------------|
| Osm       | 14.69       |
| Socs3     | 13.22       |
| ZFP36     | 11.03       |
| EGR2      | 9.46        |
| IL-10     | 8.97        |
| Gadd45g   | 8.51        |
| IER3      | 7.08        |
| LIF       | 6.64        |
| Pim1      | 5.92        |
| ADORA3    | 5.69        |

**Supplementary Fig. 7** Analysis of pathways and molecular functions of Ba/F3-SyCyR(IL-23/2A). The top canonical pathways of Ba/F3-SyCyR(IL-23/2A) identified by Ingenuity Pathway Analysis (IPA). The first table on the left shows the most significant molecular and cellular functions of Ba/F3-SyCyR(IL-23/2A) identified by IPA. On the right the top Analysis-Ready Molecules of Ba/F3-SyCyR(IL-23/2A) identified by IPA is shown.

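The fold changes of this table stand for GFP-mCherry-treated over control cells, a grouping that the sample labels do not give. The 8 arrays of Ba/F3-SyCyR(IL-23/2A) set their upper limits. Osm ran from 8.36 to 12.62 on the log2 scale (median 10.54), a ratio of highest to lowest of 19.1, beside the paper's reported value of 14.69. Socs3 ran from 8.83 to 12.82 (median 10.91), a ratio of 15.9, beside the paper's 13.22. Its dimmer probe set had a log2 range of 2.61 beside 3.99, and so a lower limit. Il10 ran from 5.17 to 9.02 (median 6.75), a ratio of 14.5, beside the paper's 8.97. Pim1, which encodes a kinase that promotes survival, ran from 9.79 to 12.64 (median 11.28), a ratio of 7.21, beside the paper's 5.92. Over the 9 listed genes with a probe set of their own, the reported fold change was between 62.0% of this limit, for Il10, and 83.5%, for Ier3. From the second highest to the second lowest array the share was 68.0% for Il10 and 90.7% for Ier3.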

# Supplementary Figure 8

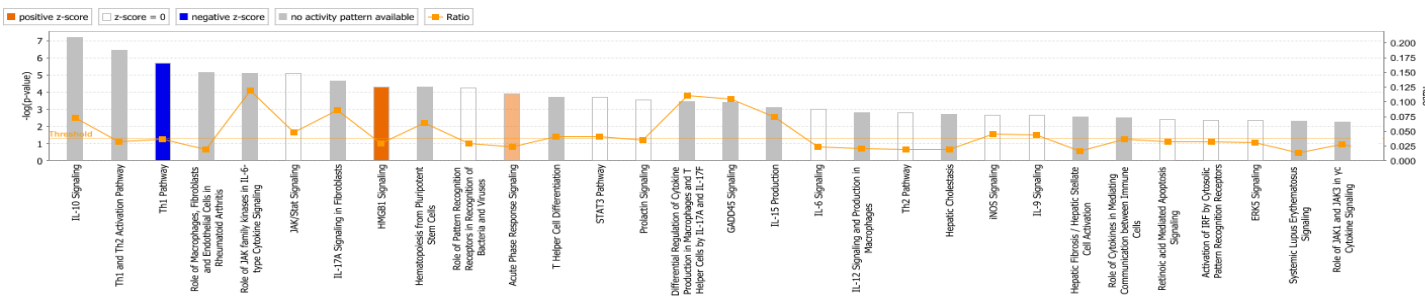

## Molecular and Cellular Function of SyCyR(IL-23R)

| Name                              | P-value             | #Molecules |
|-----------------------------------|---------------------|------------|
| Cellular Development              | 8.77E-05 – 5.72E-18 | 29         |
| Cellular Growth and Proliferation | 8.77E-05 – 5.72E-18 | 27         |
| Cellular Function and Maintenance | 7.58E-05 – 2.63E-16 | 22         |
| Cell Cycle                        | 5.99E-05 – 2.77E-14 | 22         |
| Gene Expression                   | 8.48E-05 – 2.77E-14 | 25         |

## Top Analysis-Ready Molecules of SyCyR(IL-23R)

Expr. Fold Change up-regulated

| Molecules | Expr. Value |
|-----------|-------------|
| Socs3     | 8.39        |
| ZFP36     | 5.33        |
| Osm       | 5.22        |
| Gadd45g   | 4.86        |
| Pim1      | 4.07        |
| EGR2      | 3.89        |
| IER3      | 3.78        |
| LIF       | 3.07        |
| CDKN2D    | 2.94        |
| IL-4R     | 2.78        |

**Supplementary Fig. 8** Analysis of pathways and molecular functions of Ba/F3-SyCyR(IL-23R). The top canonical pathways of Ba/F3-SyCyR(IL-23R), identified by Ingenuity Pathway Analysis (IPA). The table on the left shows the most significant molecular and cellular functions of Ba/F3-SyCyR(IL-23R) identified by IPA. The table on the right shows the top Analysis-Ready Molecules of Ba/F3-SyCyR(IL-23R) identified by IPA.

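For the 3xGFP-treated cells of this table, limits on the fold changes came from the 8 arrays of Ba/F3-SyCyR(IL-23R), whose stimulation is not labelled. Socs3 ran from 8.79 to 12.06 (median 10.48, log2), a ratio of highest to lowest of 9.64, beside the paper's reported value of 8.39. Its dimmer probe set had a log2 range of 1.75 beside 3.27, and so a lower limit. Osm ran from 8.44 to 11.26 (median 9.99), a ratio of 7.07, beside the paper's 5.22. Pim1 ran from 10.14 to 12.45 (median 11.34), a ratio of 4.95, beside the paper's 4.07. The reported fold changes of the 10 listed genes were between 68.9% of this limit, for Ier3, and 87.0%, for Socs3. From the second highest to the second lowest array the share was 89.7% for Ier3 and 94.9% for Socs3.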

# Supplementary Figure 9

a

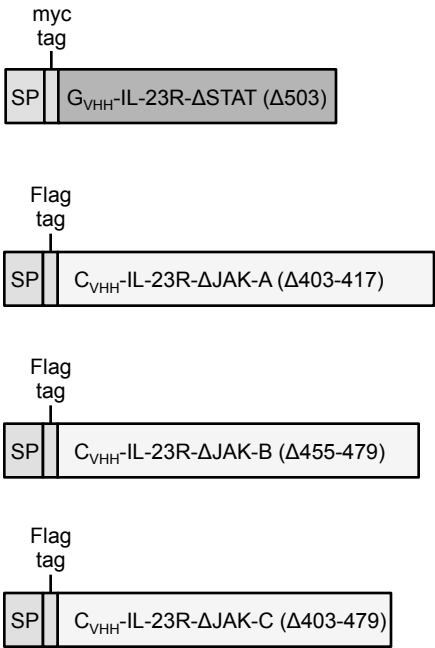

b

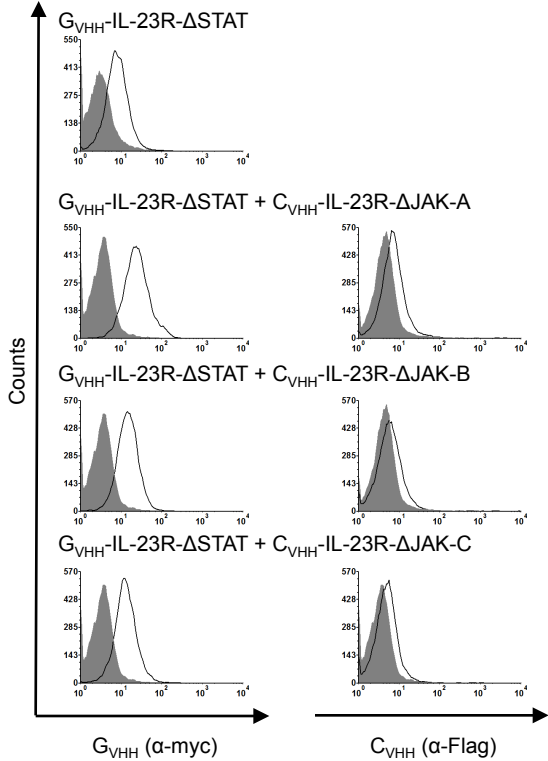

**Supplementary Fig. 9** Expression cassettes and cell surface expression of trans-phosphorylation SyCyRs. **a** The expression cassettes for all trans-activation SyCyRs consist of a signal peptide from IL-11R followed by a Flag- or myc-tag and the C<sub>VHH</sub> or G<sub>VHH</sub>, 16 to 17 aa of the extracellular part, the transmembrane and intracellular domains of the cytokine receptor. **b** Cell surface expression of trans-phosphorylation SyCyRs (light solid lines). Indicated are only the transduced SyCyRs in Ba/F3-gp130 cells, detected by myc or Flag antibodies. Gray-shaded areas indicate Ba/F3-gp130 cells (negative control).

# Supplementary Figure 10

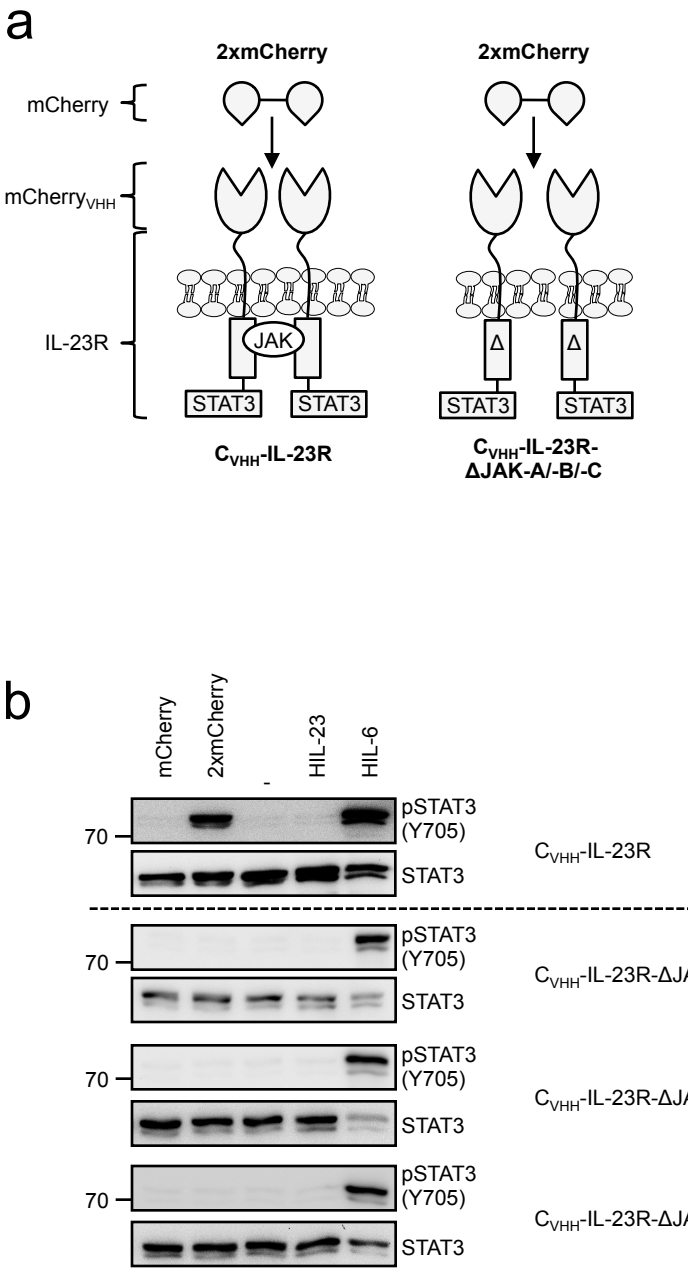

**Supplementary Fig. 10** Homodimeric JAK-defective SyCyRs have no STAT3 phosphorylation activity. **a** Schematic illustration of SyCyRs without JAK activity. The mCherry-mCherry fusion protein served as synthetic cytokine ligand.  $C_{VHH}$ -IL-23R- $\Delta$ JAK variants consist of the  $C_{VHH}$  fused to 16-17 aa of the extracellular part, the transmembrane and intracellular domains of the IL-23R lacking JAK activation site ( $\Delta$ JAK-A,-B,-C). **b** Analysis of STAT3 activation in Ba/F3- $C_{VHH}$ -IL-23R cells and Ba/F3- $C_{VHH}$ -IL-23R- $\Delta$ JAK variants. The cells were washed three times, starved and stimulated with 8% CHO-K1 conditioned supernatant containing mCherry and 2xmCherry for 60 min. Stimulation with HIL-23 (10 ng/ml) for 60 min and HIL-6 (10 ng/ml) for 15 min was used as control. Cellular lysates were prepared, and equal amounts of total protein (25  $\mu$ g/lane for HIL-6 and 50  $\mu$ g/lane for other ligands) were loaded on SDS gels, followed by immunoblotting using specific antibodies for phospho-STAT3 and STAT3. Western blot data show one representative experiment out of two.

# Supplementary Figure 11

a

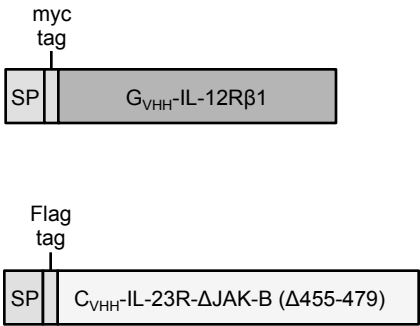

b

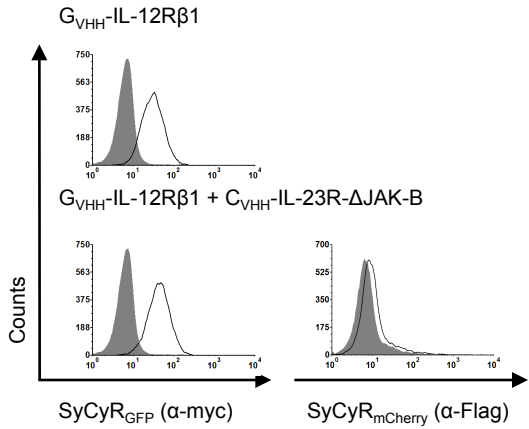

**Supplementary Fig. 11** Expression cassettes and cell surface expression of trans-phosphorylation negative SyCyRs. **a** The expression cassettes for all SyCyRs consist of a signal peptide from IL-11R followed by a Flag- or myc-tag and the  $C_{VHH}$  or  $G_{VHH}$ , 15-17 aa of the extracellular part, the transmembrane and intracellular domains of the cytokine receptor. **b** Cell surface expression of SyCyRs (light solid lines). Indicated are only the transduced SyCyRs in Ba/F3-gp130 cells, detected by myc- or Flag-antibodies. Gray-shaded areas indicate Ba/F3-gp130 cells (negative control).

# Supplementary Figure 12

a

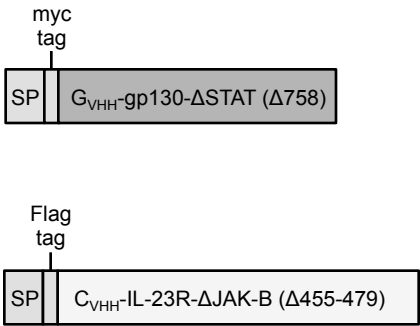

b

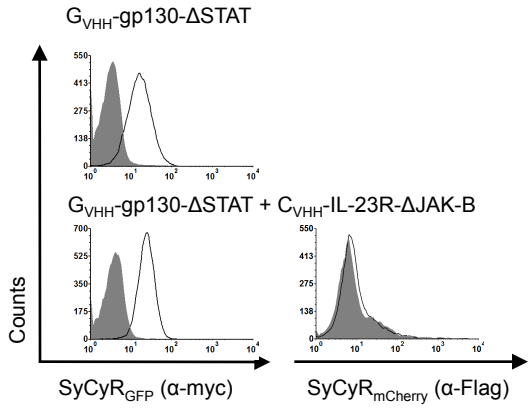

**Supplementary Fig. 12** Expression cassettes and cell surface expression of gp130 variants on Ba/F3-gp130 cells. **a** The expression cassettes of  $G_{VHH}\text{-gp130-}\Delta\text{STAT}(\Delta 758)$  in Ba/F3-gp130 cells and the corresponding co-receptors. All SyCyRs consist of a signal peptide from IL-11R followed by a Flag- or myc-tag and the  $C_{VHH}$  or  $G_{VHH}$ , 13-17 aa of the extracellular part, the transmembrane and intracellular domains of the cytokine receptor. **b** Cell surface expression of  $G_{VHH}\text{-gp130-}\Delta\text{STAT}(\Delta 758)$  in Ba/F3-gp130 cells and the corresponding co-receptors (light solid lines). Receptors were detected by myc- or Flag-antibodies. Gray-shaded areas indicate Ba/F3-gp130 cells (negative control).

# Supplementary Figure 13

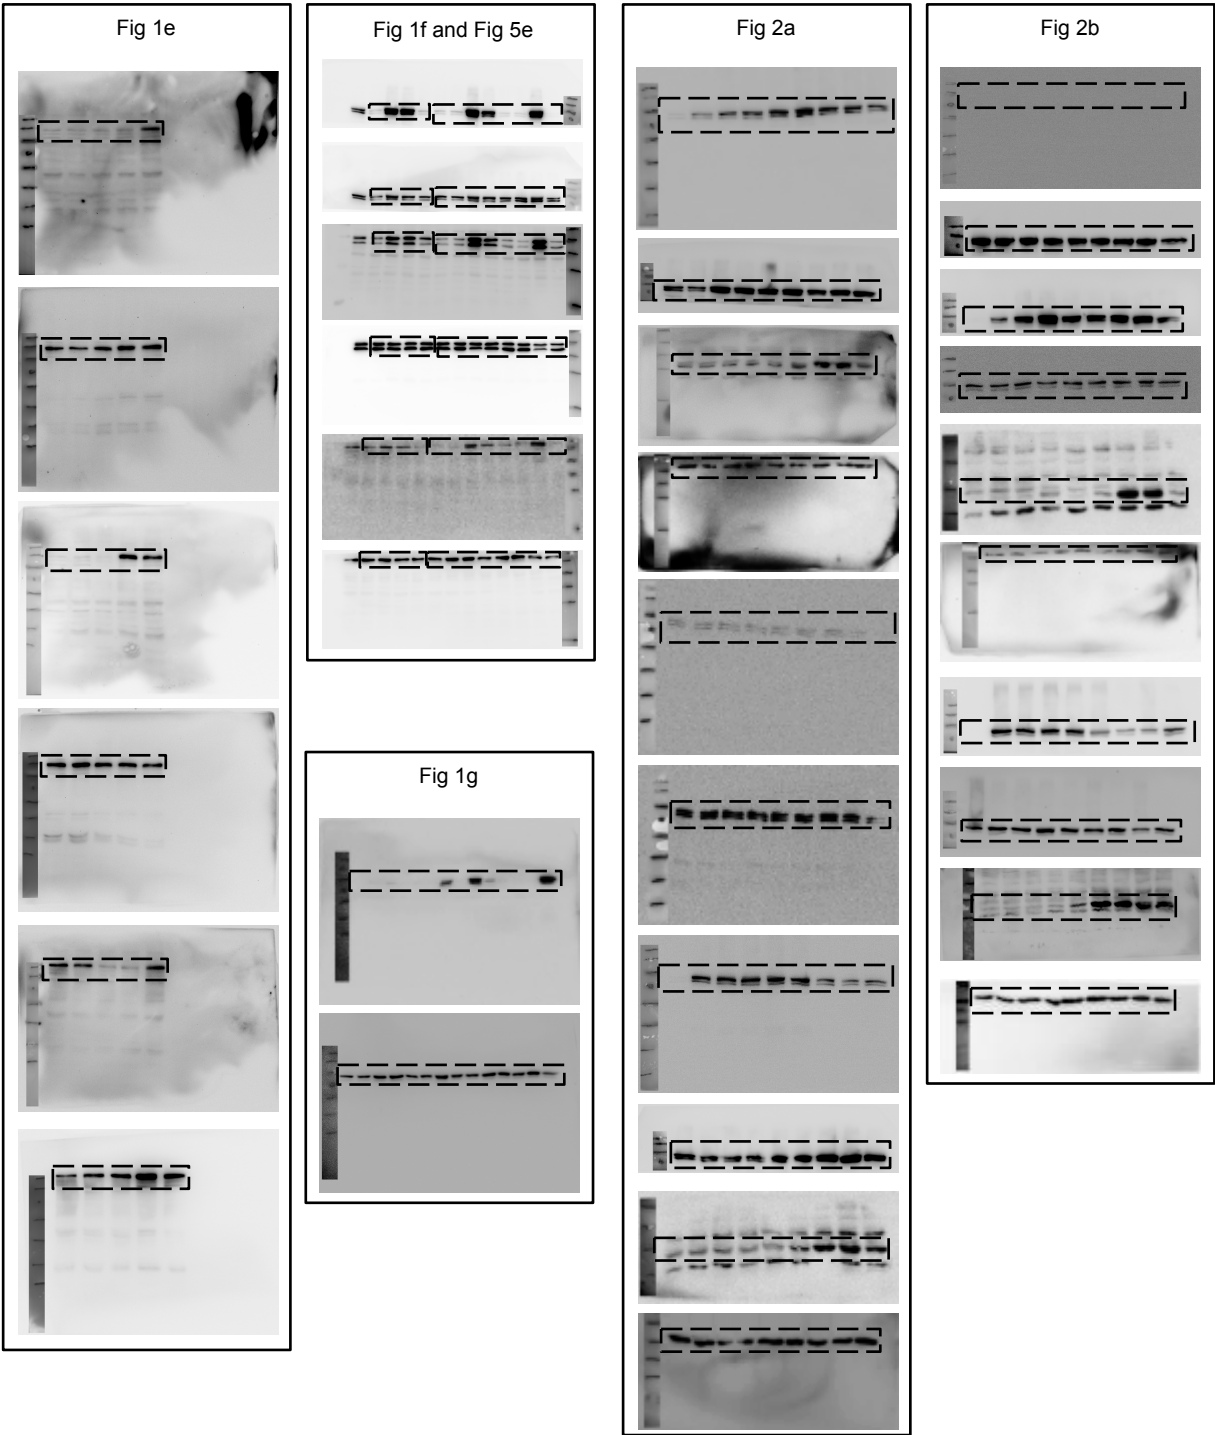

**Supplementary Figure 13**  
Uncropped images of western blots presented in the main manuscript. Black dotted box indicates areas that were cropped.

# Supplementary Figure 13

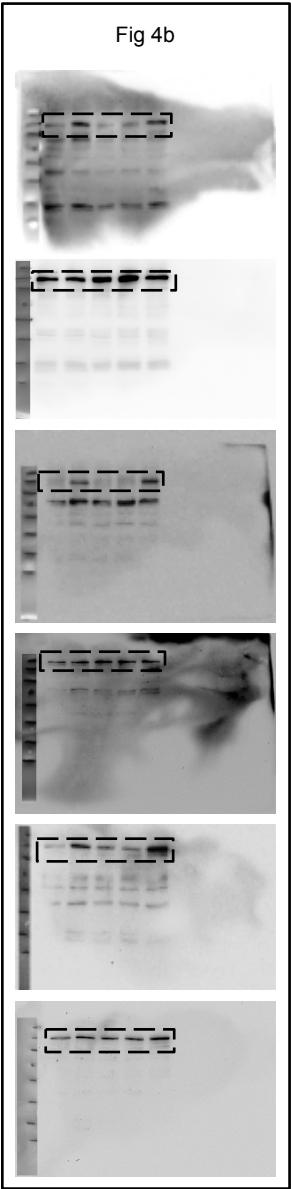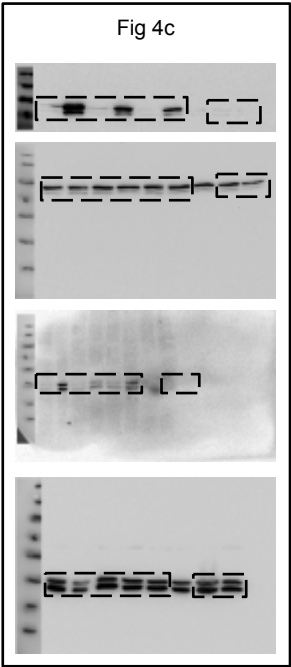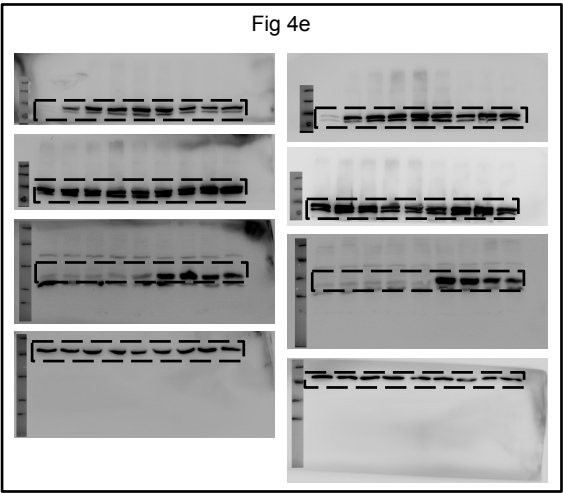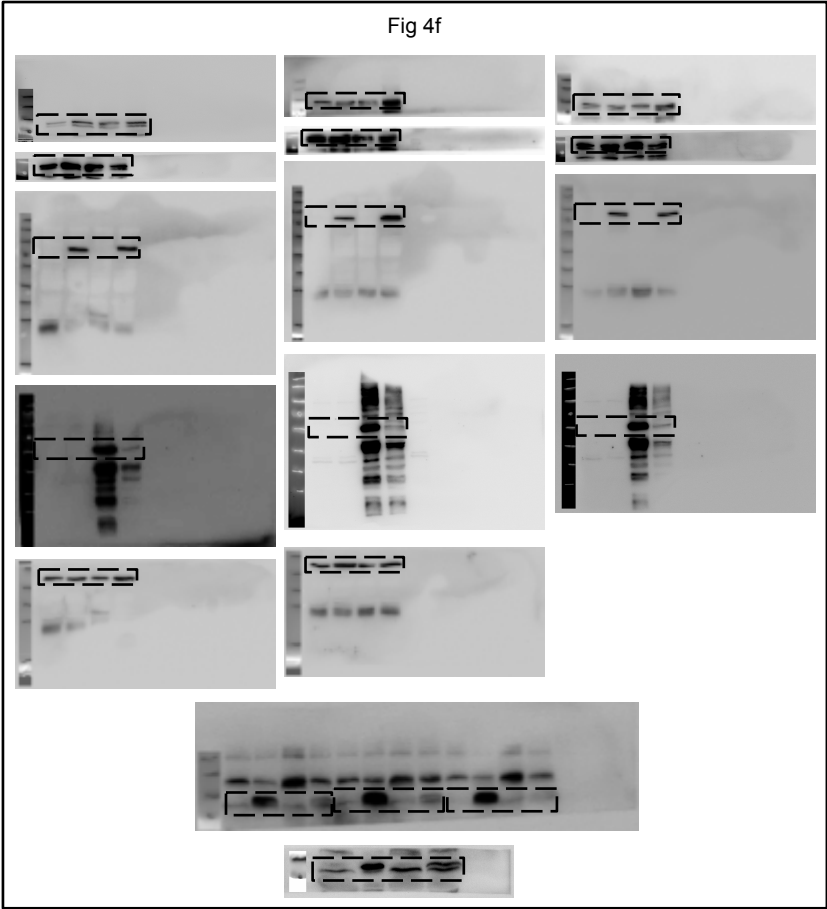

**Supplementary Figure 13**  
Uncropped images of western blots presented in the main manuscript. Black dotted box indicates areas that were cropped.

# Supplementary Figure 13

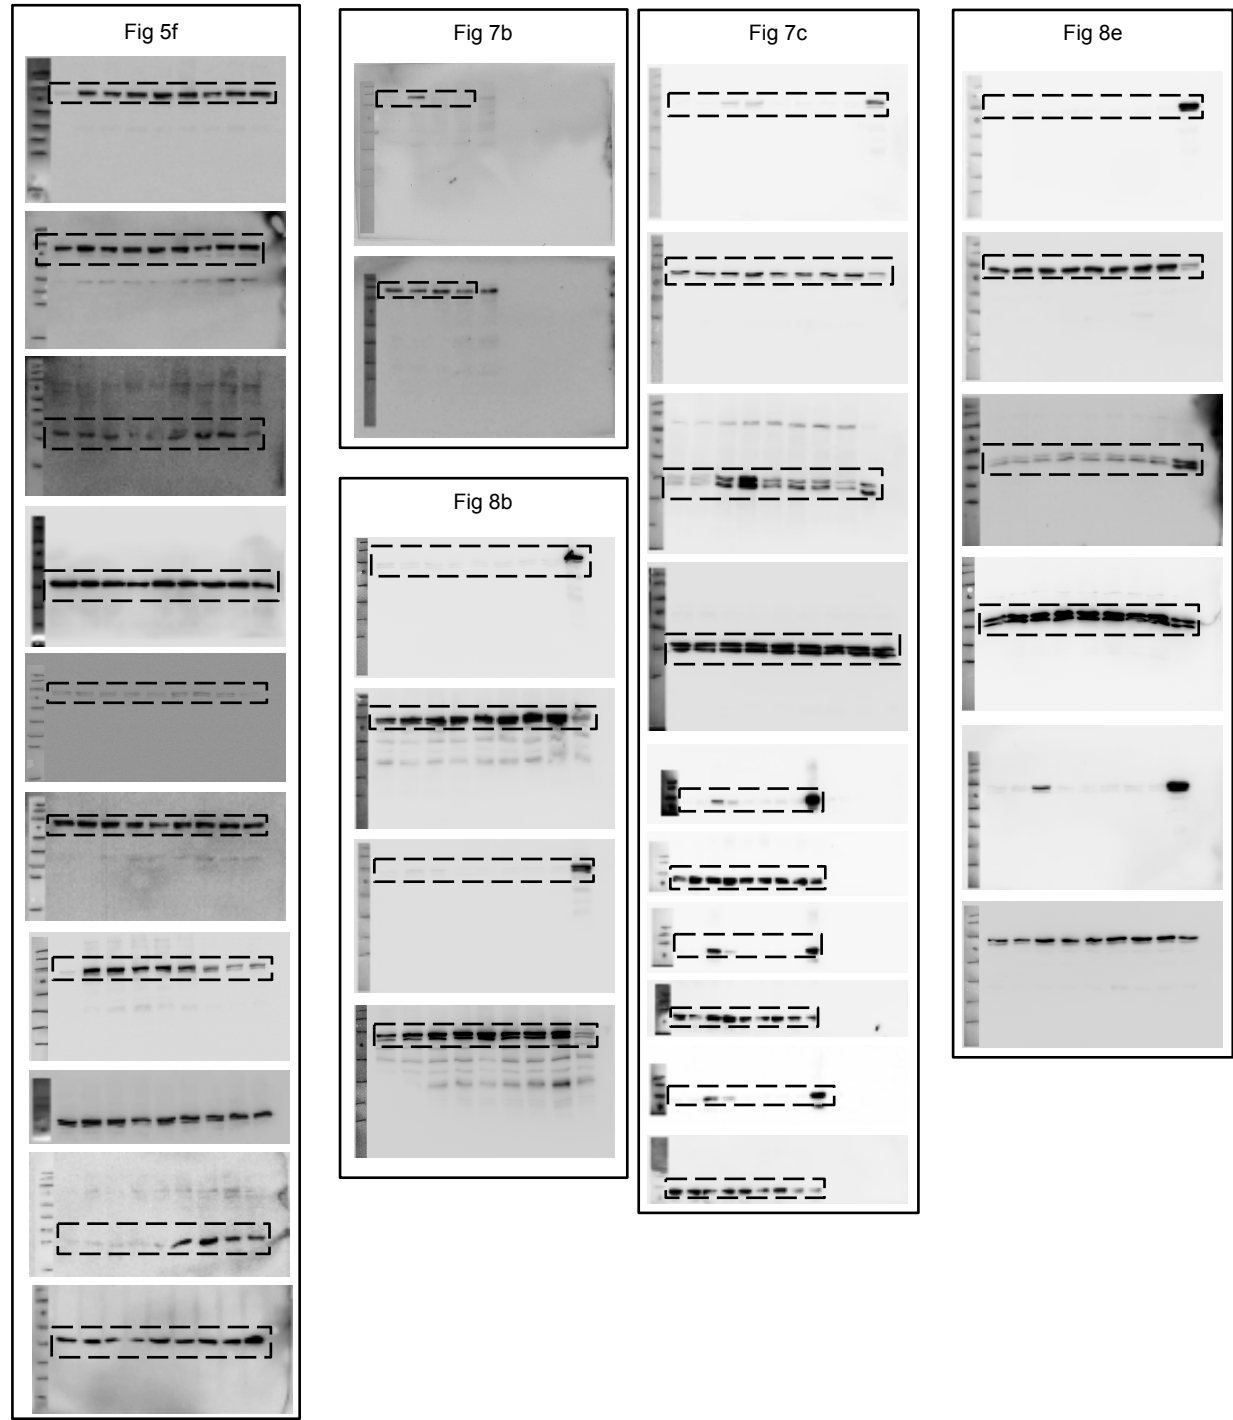

**Supplementary Figure 13**  
Uncropped images of western blots presented in the main manuscript. Black dotted box indicates areas that were cropped.

How the deposited data were processed for this re-analysis (not part of the article)

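Gene expression was measured on 32 Affymetrix mouse Gene ST arrays, 8 for each of the Ba/F3-gp130, Ba/F3-IL-12Rβ1-IL-23R, Ba/F3-SyCyR(IL-23/2A) and Ba/F3-SyCyR(IL-23R) lines. The authors processed the arrays in Expression Console with RMA and sketch-quantile normalization, and the deposited table holds log2 values. The version of that software is not given in the sources used here. The lines were taken from the sample labels. The labels do not give the stimulation of an array, and the paper's text does not list the arrays, so no stimulated group was formed and the comparisons of stimulated with control cells were not repeated. The paper states that the replicates were independent biological ones. It does not describe arrays of Ba/F3-gp130, so whether those are separate cultures is not known, and their p-values measure the spread between these samples.

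Gene names came from the platform annotation supplied with the table. It assigned 1 symbol to 21789 probe sets, several to 1621 and none to 12146. Of the probe sets with 1 symbol, 21698 had a gene identifier in the gene table of assembly GRCm38.p6, which was used for names, for the chromosome of a gene and for the order of neighbouring genes. No gene was named from a probe set with several symbols. A gene with several probe sets was represented by the one with the highest mean over all arrays.

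Lines were compared by level with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate) over all 32 arrays and the 23410 probe sets with a symbol. A call needed a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold. The paper's threshold was also 1.5-fold, with p of at most 0.01, and its text does not name the test. Lines were also compared by spread. For this limma was run on the absolute deviation of each array from the median of its own line, with a call at an adjusted p under 0.05. This compares how far the arrays of a line lie apart and needs no stimulation labels. For each of 15 gene lists the mean absolute deviation of its members was taken per array and compared between lines by a two-sided exact permutation test over all 12870 splits of 16 arrays, adjusted over 75 tests. The range of each probe set over the 8 arrays of a line was described without a test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

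The lists were fixed before the data were examined: STAT3 targets, ERK immediate early and feedback genes, NF-κB response genes, interferon response genes, JAK-STAT receptors and components, Th17 effector genes, glycolysis and hypoxia genes, cell cycle genes, markers of pro-B cells, mast cells and basophils, granulocytes and macrophages, T cells, and erythroid cells and megakaryocytes, commonly used reference genes, and the genes the paper names from these arrays. List members without a probe set of their own were left out of the counts. The genes named in the text were chosen by a rule fixed at the same time. It takes the 3 receptor genes, the genes the paper names, the 6 genes with the largest level difference in each comparison with Ba/F3-gp130 among those called and without overlap between the 8 and 8 arrays, and the 10 genes with the widest range in each line. Members of the lists are named as examples of their counts. The comparison by chromosome, and the genes of the chromosome and neighbour checks, were chosen after the values had been seen. For it, genes with 1 symbol and a mean above the median of all probe set means (7.04) were used, 11079 on 20 chromosomes, and the exact permutation test was adjusted over 100 tests.

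The sample numbers 13 to 20 recur in each line. Whether they pair the arrays was checked by correlating the deviations of same-numbered arrays from the medians of their lines. The lowest such correlation was 0.342 between Ba/F3-IL-12Rβ1-IL-23R and Ba/F3-SyCyR(IL-23/2A), 0.252 between Ba/F3-IL-12Rβ1-IL-23R and Ba/F3-SyCyR(IL-23R) and 0.189 between the SyCyR lines, so the numbers were taken to pair the arrays of these 3 lines. The pairing comes from the values and from no label. With Ba/F3-gp130 the lowest correlations were -0.037, -0.002 and -0.018, so not every pair was above 0.1 and no pairing was assumed. The medians over same-numbered arrays were still higher there, at 0.215, 0.265 and 0.248, than over other numbers, at -0.045, -0.034 and -0.055, so a partial sharing by number is not ruled out. Which arrays of a line shared a culture or a day is not given in the sources used here, and the fits and permutations took the 8 arrays of a line as independent. If some of them share one, the p-values would be too small. In the tests of spread the 8 deviations of a line are taken from the same median, so they and their pairs are not independent either.

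Both limma steps were tested on simulated normal values of 23410 probe sets with the mean over the 4 lines and the SD of the Ba/F3-gp130 arrays, in which 50 probe sets per size were changed in Ba/F3-SyCyR(IL-23/2A). By level 48% of changes of 1.5-fold and 100% of changes of 2-fold, 3-fold and 4-fold were recovered, with 1 false call. By spread, 78% of log2 shifts of 0.58 in 4 of 8 arrays were recovered, and 94%, 100% and 100% of shifts of 1, 2 and 3, with 6 false calls. These shares hold for genes with the SD of the Ba/F3-gp130 arrays only. Genes with a wider spread in a receptor line can be missed at larger changes. In Ba/F3-SyCyR(IL-23/2A) Socs3 at 5.2-fold (adjusted p = 0.076 from limma) and Osm at 4.92-fold (adjusted p = 0.074) were not called by level. The alternatives tried were the number as a block, all probe sets, a filter on dim probe sets, a further quantile normalization, centring of arrays, fits of only the lines compared, other thresholds, another centre for the spread leaving out each array and, added later, pairing by number and leaving out list members shared with the STAT3 targets or named by the paper. No column of the table was left unused. Probe positions on the transcripts and DNA copy number were not analysed here.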

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

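The counts under other splits of the arrays were planned, whereas the tests of the receptor probe sets, of Csf2rb and of chromosome 16 were chosen after the results had been seen.

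Single arrays stood apart in 3 of 220 groups of 8 arrays, and chance marks about 1 in 20 groups. Each was the lowest of its group and carried the number 18. Chd7 was 10.03 in Ba/F3-SyCyR(IL-23R), with the nearest array at 10.55. In Ba/F3-gp130 Junb was 8.50, with the nearest at 8.67, and Gpr65 was 4.11, with the nearest at 4.33.

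The paper does not report how the lines differ from Ba/F3-gp130 in gene expression on the arrays. The genes below had the largest differences in log2 level. They were taken among the genes called whose 8 arrays in one line all lay outside the range of the 8 in the other. In Ba/F3-IL-12Rβ1-IL-23R they were F13a1 (6.80), Il23r (6.63), Csf2rb (-6.02), Klhl6 (-5.69), Aldh1a1 (4.86) and Ctsj (4.79). In Ba/F3-SyCyR(IL-23/2A) they were 3830403N18Rik (3.40), Akr1e1 (-2.80), Tspan8 (2.13), Serpini1 (-1.86), Cxcr2 (1.80) and Clec5a (1.80). In Ba/F3-SyCyR(IL-23R) they were Ccl3 (4.40), Rgs1 (4.24), Wfikkn2 (-3.63), Tfec (3.22), 3830403N18Rik (3.14) and Aldh1a1 (2.92).

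Chance assignment of arrays was excluded as the source of the level counts by 100 splits per comparison, of which 1, the real one, gave the count observed. Each receptor complex is carried by 1 line, so the splits cannot tell a receptor effect from selection or culture of that line. Against Ba/F3-gp130 the real counts and the highest of the other splits were 681 and 402 for Ba/F3-IL-12Rβ1-IL-23R, 131 and 71 for Ba/F3-SyCyR(IL-23/2A), and 355 and 199 for Ba/F3-SyCyR(IL-23R). They were 614 and 178 between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R, and 245 and 186 between the SyCyR lines. Among splits that parted all 8 pairs of same-numbered arrays the highest other counts were 396 and 129.

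Genes on chromosome 16 were lower in Ba/F3-IL-12Rβ1-IL-23R, with a median log2 difference of -0.41 from Ba/F3-gp130. Scaling of the arrays is argued against by the other chromosomes, of which the farthest from 0 had a median of -0.04, and the median was -0.39 after a further quantile normalization and -0.40 with array medians set equal. Signals near background are argued against by the brighter 167 of the 334 genes, with a median of -0.44. A candidate explanation is that this line carries one copy of chromosome 16 fewer than the other lines, and medians of 21 neighbouring genes were low along its whole length, from -0.53 to -0.25, while on the other chromosomes they ran from -0.23 to 0.19. This hypothesis was found and tested on the same arrays, DNA was not measured, and a loss of this size would not account for the fall of Klhl6.

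Csf2rb and its paralog Csf2rb2 were lower in Ba/F3-IL-12Rβ1-IL-23R. Scaling is argued against by the alternatives, under which the difference of Csf2rb was -5.96 or lower. Loss of a chromosome segment that reaches the neighbouring genes is argued against by the 5 nearest expressed genes on each side, whose median difference was 0.02 and lowest -0.15, although Tst was higher by 1.53 and C1qtnf6 by 0.53, and a loss of the 2 genes alone or their silencing stays open. Whether Csf2rb2, with a difference of -3.40, fell by itself or seems lower because its probes may also read Csf2rb cannot be told apart, since the probe sequences were not analysed. Silencing of the 2 genes was not tested.

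The Il23r and Il12rb1 probe sets were not higher in the SyCyR lines than in Ba/F3-gp130. Probe sets that fail to respond are argued against by Ba/F3-IL-12Rβ1-IL-23R, where the smaller of the 2 differences was 4.47. It stays open whether the probes lie outside the parts kept in the constructs, which hold 44.6% of IL-23R and 25.5% of IL-12Rβ1, because probe positions were not analysed here. Weak expression of the synthetic receptors was not tested on these arrays. The paper shows the SyCyRs on the cell surface by flow cytometry, and half-maximal proliferation of the SyCyR lines at doses equal or close to those of the natural receptor line.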

How the results depend on the processing

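The counts without 1 array taken from the line mean, the test paired by number and the tests without shared members or genes named by the paper were chosen after the results had been seen.

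Of 120 level counts under the alternatives, 112 stayed within 1.5 times the counts reported, and of 567 level differences of named genes 561 kept their direction and their side of the threshold. Of 190 spread counts 70 stayed within 1.5 times. The mean absolute deviations of the STAT3 targets kept their direction and their side of the threshold under the alternatives run for lists, which were the line mean, a further quantile normalization, leaving out dim genes and, between the receptor lines, pairing by number. Without the genes that the paper names they did so too, except between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R, where -0.109 no longer passed (exact permutation test, adjusted p = 0.21). Over all lists 241 of 280 values did so, with 12 weaker and 11 stronger. For named genes 1090 of 1449 spread differences did so, 341 became weaker and 11 stronger. For probe sets with a low signal over background a fold change is understated.

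With all probe sets tested, the level counts against Ba/F3-gp130 were 1038 for Ba/F3-IL-12Rβ1-IL-23R, 637 for Ba/F3-SyCyR(IL-23/2A) and 1582 for Ba/F3-SyCyR(IL-23R), since more probe sets enter. With no fold limit the 5 counts were 4182, 1459, 3450, 4314 between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R, and 1813 between the SyCyR lines. Leaving out 1 array gave level counts of 630 to 714, 110 to 154, 341 to 377, 599 to 650 and 232 to 264.

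The number as a replicate block gave level counts of 698, 175, 370, 621 and 263, in the same order, and spread counts of 268, 75, 41, 67 and 50. It moved the spread counts of Ba/F3-SyCyR(IL-23/2A) against Ba/F3-IL-12Rβ1-IL-23R (67) and of the SyCyR lines (50) by over 1.5 times and no other count. Pairing changed the calls of the ERK list (adjusted p = 0.026) and the interferon list (adjusted p = 0.043, both exact permutation tests) between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R and of no other list. With Ba/F3-gp130, 7, 8 and 6 of 16 arrays correlated best with their own number.

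Spread counts moved with deviations from the line mean to 404 for Ba/F3-IL-12Rβ1-IL-23R, 55 for Ba/F3-SyCyR(IL-23R), 138 between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R and 84 between the SyCyR lines. They moved to 13 with only Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R in the fit, and to 50 between the SyCyR lines after a further quantile normalization; the cause was not tested. Leaving out 1 array gave 9 to 218, 1 to 59, 3 to 29, 1 to 27 and 5 to 20. Against Ba/F3-gp130 the fall by over 1.5 times came with each of the 8 arrays of the receptor line, and without an array of Ba/F3-gp130 the counts were 189 to 218, 52 to 59 and 22 to 29. With the line mean in place of the median, leaving out 1 array gave 324 to 464, 78 to 90, 42 to 85, 96 to 197 and 48 to 117. Against Ba/F3-gp130 the fall was thus seen with the median as the centre and not with the line mean. Why the median has this effect was not tested.

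Ranges from the second highest to the second lowest array reached 1 for 50, 207, 81 and 88 probe sets in Ba/F3-gp130, Ba/F3-IL-12Rβ1-IL-23R, Ba/F3-SyCyR(IL-23/2A) and Ba/F3-SyCyR(IL-23R), and the widest probe sets shared with Ba/F3-gp130 became 2 for Ba/F3-IL-12Rβ1-IL-23R and 31 for Ba/F3-SyCyR(IL-23/2A). A limit of 0.58 gave 1052, 3915, 1659 and 2775.

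Reversed values belong, apart from 1, to differences that did not pass the test over all arrays, and the cause was not tested. The exception is the spread of JAK-STAT receptors and components between the SyCyR lines, which turned to 0.003 without the 6 members shared with the STAT3 targets. When 1 array was left out, the level difference of Il6st ran from -0.042 to 0.001 for Ba/F3-IL-12Rβ1-IL-23R and from -0.031 to 0.012 for Ba/F3-SyCyR(IL-23/2A), the highest without Ba/F3-gp130 array 18. For Ba/F3-SyCyR(IL-23/2A) it turned to 0.027 after quantile normalization and 0.025 after centring, and for Ba/F3-SyCyR(IL-23R) to 0.032 and 0.032. In Ba/F3-SyCyR(IL-23R) the spread of Chd7 ran from -0.112 to 0.028, turning to 0.022 and 0.028 without Ba/F3-gp130 array 17 or 18, and that of Bhlhe40 ran from -0.042 to 0.104, turning to -0.003, -0.000 and -0.003 without array 13, 14 or 19 of Ba/F3-gp130 and to -0.042 and -0.034 without its own array 14 or 18. Without dim genes the spread of a list turned for interferon genes (-0.002 and -0.006 for the SyCyR lines, -0.004 between them), pro-B cell markers (-0.007, -0.022 and -0.015), mast cell and basophil markers (0.018 for Ba/F3-IL-12Rβ1-IL-23R, 0.020 for Ba/F3-SyCyR(IL-23R)), granulocyte and macrophage markers (-0.060 for Ba/F3-IL-12Rβ1-IL-23R, -0.001 for Ba/F3-SyCyR(IL-23R), -0.056 between the SyCyR lines, there also -0.007 after quantile normalization with dim genes kept), T cell markers (-0.002 for Ba/F3-IL-12Rβ1-IL-23R, -0.002 between the SyCyR lines) and erythroid and megakaryocyte markers (-0.002 between them).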

Other observations

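The tests of spread, their lists and the counts under other splits were planned, and the test paired by number, the tests without shared members or genes named by the paper and the description of gaps between arrays were made after the values had been seen.

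The values of STAT3 targets lay farther apart within the receptor lines than within Ba/F3-gp130. Of the 32, 11 are genes that the paper names from these arrays, and these are not independent evidence. Of 32 STAT3 targets 22 had a wider spread in Ba/F3-IL-12Rβ1-IL-23R, 13 in Ba/F3-SyCyR(IL-23/2A) and 8 in Ba/F3-SyCyR(IL-23R), and none a narrower one, at an adjusted p under 0.05 from limma on the absolute deviations (23, 19 and 12 when adjusted over the list alone). Without any 1 array of the receptor line, the spread calls over all probe sets fell to 9 to 104, 1 to 4 and 3 to 8. With deviations from the line median, the 13 calls of Ba/F3-SyCyR(IL-23/2A) thus cannot all hold then. With deviations from the line mean, leaving out 1 array gave 324 to 464, 78 to 90 and 42 to 85. The fall was thus seen with the median as the centre and not with the mean. It does not show that the calls rest on single arrays. The mean absolute deviation of the STAT3 targets per array had a median of 0.802 in Ba/F3-IL-12Rβ1-IL-23R, 0.627 in Ba/F3-SyCyR(IL-23/2A), 0.387 in Ba/F3-SyCyR(IL-23R) and 0.083 in Ba/F3-gp130. Each receptor line exceeded Ba/F3-gp130, by 0.710, 0.513 and 0.285 (two-sided exact permutation test over 8 and 8 arrays, adjusted p = 0.0009 each, p = 0.00016 being the smallest possible). Ba/F3-SyCyR(IL-23/2A) lay below Ba/F3-IL-12Rβ1-IL-23R by this measure (-0.197, adjusted p = 0.0078 from the exact permutation test), and Ba/F3-SyCyR(IL-23R) below Ba/F3-SyCyR(IL-23/2A) (-0.228, adjusted p = 0.0009). With the arrays paired by number, both differences had one direction in 8 of 8 pairs (two-sided exact sign-flip permutation test, p = 0.0078 each, the smallest that 8 pairs allow, adjusted p = 0.026 over 30 tests). The 8 deviations of a line are taken from the same median, so neither the arrays nor the pairs are independent. The p-values of both permutation tests can therefore be too small. Without the 11 genes that the paper names, 11, 4 and 0 of 21 STAT3 targets had a wider spread than in Ba/F3-gp130, and the lines exceeded it by 0.328, 0.219 and 0.083 (exact permutation test, adjusted p = 0.0017, 0.0017 and 0.017). Ba/F3-SyCyR(IL-23R) was then still below Ba/F3-SyCyR(IL-23/2A) (-0.136, adjusted p = 0.0035 from the exact permutation test), and the difference of Ba/F3-SyCyR(IL-23/2A) from Ba/F3-IL-12Rβ1-IL-23R, -0.109, no longer passed the test (adjusted p = 0.21). By level 4, 1 and 2 of all 32 STAT3 targets were called higher than in Ba/F3-gp130 (11, 12 and 2 when adjusted over the list alone). The calls included Il10, Gadd45g and Pim1 in Ba/F3-IL-12Rβ1-IL-23R, Pim2 in Ba/F3-SyCyR(IL-23/2A), and Pim1 and Pim2 in Ba/F3-SyCyR(IL-23R). The paper names these genes from the same arrays, so they are not independent evidence.

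Of 29 ERK immediate early and feedback genes 7, 5 and 2 had a wider spread (12, 8 and 5 when adjusted over the list alone), and by level 4 were higher in Ba/F3-IL-12Rβ1-IL-23R and 2 in Ba/F3-SyCyR(IL-23/2A) (4 and 6 when adjusted over the list alone). Without 3 members that the paper names, 4, 2 and 0 of 26 had a wider spread. Spread calls over all probe sets fell to 9 to 104, 1 to 4 and 3 to 8 without any 1 array of the receptor line. With the median as the centre, the 5 calls of the ERK list in Ba/F3-SyCyR(IL-23/2A) thus cannot all hold then. The counts over all probe sets did not fall in this way with the line mean. The mean absolute deviation of the ERK list in Ba/F3-SyCyR(IL-23/2A) differed from that in Ba/F3-IL-12Rβ1-IL-23R by -0.079, with an adjusted p of 0.23 from the exact permutation test without pairing and of 0.026 from the exact test paired by number, with 8 of 8 pairs lower. For the interferon response genes it differed by -0.049, with an adjusted p of 0.098 without pairing and 0.043 paired (exact tests, 7 of 8 pairs lower). NF-κB response genes lay farther apart in Ba/F3-SyCyR(IL-23R), with a difference in mean absolute deviation of 0.249 (exact permutation test, adjusted p = 0.0017), and also in Ba/F3-IL-12Rβ1-IL-23R (0.109, adjusted p = 0.016) and Ba/F3-SyCyR(IL-23/2A) (0.086, adjusted p = 0.025). For Ccl3 in Ba/F3-SyCyR(IL-23R) the largest gap, 1.13, set the arrays 15, 16, 19 and 20 above the others. For Socs3 it was the arrays 13, 15, 17 and 19, so the 2 genes did not vary over the same arrays. JAK-STAT receptors and components lay farther apart in all 3 lines (0.223, 0.164 and 0.114, exact permutation test, adjusted p = 0.0009 each), with 4, 4 and 3 of 28 members called wider. Without the 6 members that are also STAT3 targets the differences were 0.039, 0.021 and 0.023 (adjusted p = 0.05, 0.27 and 0.17 from the exact permutation test), so the list difference rests largely on the shared members. Glycolysis and hypoxia genes lay farther apart in the 3 lines as well (0.072, 0.050 and 0.064, adjusted p = 0.016, 0.047 and 0.026 from the exact permutation test), but without 1 gene that the paper names only the last passed it (0.058, 0.035 and 0.061, adjusted p = 0.068, 0.22 and 0.046). The genes that the paper names lay farthest apart of all lists (1.194, 0.884 and 0.522). Of 22 genes that the paper names from these arrays, 21, 16 and 11 had a wider spread (22, 19 and 17 when adjusted over the list alone) and 9, 5 and 5 a higher level (16, 16 and 5), which is not independent evidence because the paper chose them on these samples. With the median as the centre, the 16 and 11 spread calls cannot all hold without any 1 array of their line. At most 4 and 8 calls then remained over all probe sets, whereas no such fall was seen with the line mean.

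By level against Ba/F3-gp130, some lists had single calls in limma. Usp18 (0.82) and Gbp3 (1.33) of the 18 interferon response genes and Stat4 (1.24) of the JAK-STAT list were higher in Ba/F3-SyCyR(IL-23R) (2 and 1 when adjusted over the list alone). Cd79a (0.76) of the pro-B cell markers and Slc2a1 (0.59) of the glycolysis and hypoxia genes were higher in Ba/F3-SyCyR(IL-23/2A), and Hk2 (0.81) of the latter in Ba/F3-IL-12Rβ1-IL-23R (1 in each when adjusted over the list alone). Of the JAK-STAT list 0 were called in Ba/F3-SyCyR(IL-23/2A) (3 when adjusted over the list alone), with 7 higher and 3 lower at an unadjusted p under 0.05.

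In 5 lists no gene was called by level in limma against Ba/F3-gp130. For cell cycle genes 0 of 25 were called in each line, and at an unadjusted p under 0.05 there were 3 higher and 3 lower in Ba/F3-IL-12Rβ1-IL-23R, 1 and 2 in Ba/F3-SyCyR(IL-23/2A), and 8 and 4 in Ba/F3-SyCyR(IL-23R). For Th17 effector genes 0 of 10 were called, with 2, 2 and 2 higher and 0, 0 and 1 lower at an unadjusted p under 0.05. For T cell markers it was 0 of 10, with 2, 0 and 1 higher and 0, 0 and 1 lower. For erythroid and megakaryocyte markers it was 0 of 8, with 2, 2 and 1 higher and 1, 0 and 2 lower. For reference genes it was 0 of 11, with 1, 1 and 3 higher and 1, 1 and 0 lower. Adjusted over the list alone, 0 were called in each of these 5 lists. Of 14 listed mast cell and basophil markers 13 were measured, and Fcer1a (1.40) was higher in Ba/F3-SyCyR(IL-23R).

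The values of many, but not all, of the widest genes fell into separate clusters of 4 arrays within the receptor lines. Of the named genes with a gap of at least 1, 19 of 21, 15 of 16 and 9 of 12 parted 4 and 4 arrays. The largest gap set 1 array apart for Gpr65 in Ba/F3-SyCyR(IL-23/2A) and for Lilr4b and Stfa2 in Ba/F3-SyCyR(IL-23R). It set 2 apart for Ctsj in Ba/F3-IL-12Rβ1-IL-23R and for Cox6a2 and Avil in Ba/F3-SyCyR(IL-23R). For Socs3 the arrays of Ba/F3-IL-12Rβ1-IL-23R numbered 18, 16, 14 and 20 had log2 values of 8.20, 8.24, 8.40 and 8.44, and those numbered 17, 13, 15 and 19 had 12.76, 12.88, 12.89 and 13.01. In Ba/F3-SyCyR(IL-23/2A) the arrays 16, 18, 14 and 20 had 8.83, 9.04, 9.07 and 9.09, and the arrays 17, 13, 19 and 15 had 12.73, 12.77, 12.81 and 12.82. In Ba/F3-SyCyR(IL-23R) the arrays 14, 16, 20 and 18 had 8.79, 8.87, 8.93 and 9.21, and the arrays 15, 13, 17 and 19 had 11.75, 11.89, 12.02 and 12.06. In Ba/F3-gp130 the arrays 13, 16, 19, 17, 18, 14, 15 and 20 had 8.44, 8.45, 8.45, 8.51, 8.51, 8.53, 8.60 and 8.66. No condition is assigned to any of these arrays here.

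The 55 genes named by the rule include those the paper names and the widest of each line. Counts of gaps over them are therefore not independent evidence. Of these genes, 21 had a gap of at least 1 between neighbouring arrays in Ba/F3-IL-12Rβ1-IL-23R, 16 in Ba/F3-SyCyR(IL-23/2A), 12 in Ba/F3-SyCyR(IL-23R) and 1 in Ba/F3-gp130. In 18, 15 and 8 of them the gap set the arrays numbered as in the upper cluster of Socs3 above the others. A range of at least 1 over the 8 arrays was found for 107 probe sets in Ba/F3-gp130, 481 in Ba/F3-IL-12Rβ1-IL-23R, 227 in Ba/F3-SyCyR(IL-23/2A) and 294 in Ba/F3-SyCyR(IL-23R). Of the 100 widest of each, Ba/F3-IL-12Rβ1-IL-23R and Ba/F3-SyCyR(IL-23/2A) shared 52, the SyCyR lines 29 and Ba/F3-IL-12Rβ1-IL-23R and Ba/F3-SyCyR(IL-23R) 24, and Ba/F3-gp130 shared 5, 16 and 25 with the 3 receptor lines, where independent lists would share 0.43. The 3 receptor lines shared 20, of which 0 were among the 100 of Ba/F3-gp130, and 18 had 1 symbol. They included Socs3, Osm, Pim1, Cish, Il10, Lif, Fos, Junb and Zfp36.

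In Ba/F3-gp130 the largest gap set the arrays 17 and 18 below the other 6 for 13 of the 55 named genes and above them for 1, and some of these genes were named for their wide range in this line. For Ctsg the arrays 18, 17, 20, 19, 15, 16, 13 and 14 had log2 values of 5.97, 6.09, 6.93, 7.12, 7.55, 7.59, 7.89 and 7.92. Others were Lcn2, Ifitm6, Tarm1, Itgb2, Cxcr2, Chd7 and Bhlhe40. In the receptor lines the arrays 17 and 18 lay below for 3 of 55 genes in Ba/F3-IL-12Rβ1-IL-23R, 2 in Ba/F3-SyCyR(IL-23/2A) and 5 in Ba/F3-SyCyR(IL-23R). In Ba/F3-SyCyR(IL-23/2A) they were above for 1. Because genes were named for their range in Ba/F3-gp130, these counts cannot tell whether the pattern was rarer in the receptor lines. Of the 15 granulocyte and macrophage markers, not chosen by range, arrays 17 and 18 were the 2 lowest for 2 in Ba/F3-gp130. In the receptor lines it was 2, 3 and 3, in the same order. For Cox6a2 the largest gap set the arrays 15 and 16 above the other 6 in Ba/F3-gp130 and both SyCyR lines.

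By spread, 225 probe sets were wider and 8 narrower in Ba/F3-IL-12Rβ1-IL-23R than in Ba/F3-gp130 at an adjusted p under 0.05 from limma, 58 and 4 in Ba/F3-SyCyR(IL-23/2A), and 30 and 3 in Ba/F3-SyCyR(IL-23R). Between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R 3 were wider and 41 narrower (67 called with the number as a block), and between Ba/F3-SyCyR(IL-23R) and Ba/F3-SyCyR(IL-23/2A) 8 and 25 (50 called with the block). In 4 of the 5 comparisons chance was excluded, with 1 of 100 splits, the real one, giving a count as large. For Ba/F3-SyCyR(IL-23R) against Ba/F3-gp130 it was 2 of 100, since another split gave more calls than the real one, and without any 1 array of this line the count was 3 to 8 (1 to 4 for Ba/F3-SyCyR(IL-23/2A) and 9 to 104 for Ba/F3-IL-12Rβ1-IL-23R without an array of their own). The real counts and the highest of the other splits were 233 and 103, 62 and 21, and 33 and 36 against Ba/F3-gp130, 44 and 5 between Ba/F3-SyCyR(IL-23/2A) and Ba/F3-IL-12Rβ1-IL-23R, and 33 and 2 between the SyCyR lines. Among splits that parted all 8 pairs of same-numbered arrays the highest other counts of the last 2 comparisons were 9 and 16. With the median as the centre all 5 counts fall when 1 array is left out, to at most 218, 59, 29, 27 and 20, and down to 9, 1, 3, 1 and 5. With the line mean they were then 324 to 464, 78 to 90, 42 to 85, 96 to 197 and 48 to 117.

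Probe sets without a gene symbol were called lower more often than those with one when all were tested together by limma. Of 12146 without a symbol, 1185 were lower in Ba/F3-SyCyR(IL-23R) than in Ba/F3-gp130 (9.76%), beside 152 of 23410 with one (0.65%), and 974 were lower after centring of the arrays. In Ba/F3-SyCyR(IL-23/2A) it was 486 (4.00%, and 353 after centring) beside 46 (0.20%), and in Ba/F3-IL-12Rβ1-IL-23R 314 (2.59%, and 289 after centring) beside 297 (1.27%). Higher calls were fewer without a symbol, at 0.43% beside 1.60% in Ba/F3-IL-12Rβ1-IL-23R, 0.16% beside 0.36% in Ba/F3-SyCyR(IL-23/2A) and 0.35% beside 0.86% in Ba/F3-SyCyR(IL-23R). What these probe sets measure is not given in the sources used here.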
